# Transcriptional profiles in the chicken ductus arteriosus during hatching

**DOI:** 10.1371/journal.pone.0214139

**Published:** 2019-03-21

**Authors:** Toru Akaike, Satoko Shinjo, Eriko Ohmori, Ichige Kajimura, Nobuhito Goda, Susumu Minamisawa

## Abstract

The ductus arteriosus, an essential embryonic blood vessel between the pulmonary artery and the descending aorta, constricts after birth or hatching and eventually closes to terminate embryonic circulation. Chicken embryos have two long ductus arteriosi, which anatomically differ from mammal ductus arteriosus. Each long ductus arteriosus is divided into two parts: the pulmonary artery-sided and descending aorta-sided ductus arteriosi. Although the pulmonary artery-sided and descending aorta-sided ductus arteriosi have distinct functional characteristics, such as oxygen responsiveness, the difference in their transcriptional profiles has not been investigated. We performed a DNA microarray analysis (GSE 120116 at NCBI GEO) with pooled tissues from the chicken pulmonary artery-sided ductus arteriosus, descending aorta-sided ductus arteriosus, and aorta at the internal pipping stage. Although several known ductus arteriosus-dominant genes such as *tfap2b* were highly expressed in the pulmonary artery-sided ductus arteriosus, we newly found genes that were dominantly expressed in the chicken pulmonary artery-sided ductus arteriosus. Interestingly, cluster analysis showed that the expression pattern of the pulmonary artery-sided ductus arteriosus was closer to that of the descending aorta-sided ductus arteriosus than that of the aorta, whereas the morphology of the descending aorta-sided ductus arteriosus was closer to that of the aorta than that of the pulmonary artery-sided ductus arteriosus. Subsequent pathway analysis with DAVID bioinformatics resources revealed that the pulmonary artery-sided ductus arteriosus showed enhanced expression of the genes involved in melanogenesis and tyrosine metabolism compared with the descending aorta-sided ductus arteriosus, suggesting that tyrosinase and the related genes play an important role in the proper differentiation of neural crest-derived cells during vascular remodeling in the ductus arteriosus. In conclusion, the transcription profiles of the chicken ductus arteriosus provide new insights for investigating the mechanism of ductus arteriosus closure.

## Introduction

The ductus arteriosus (DA), an essential embryonic blood vessel between the pulmonary artery (PA) and the descending aorta, exists in all terrestrial vertebrates. The DA works as a right-to-left shunt in these animals to run the oxygenated blood from the embryonic gas exchanger directly into the descending aorta. Mammals use the placenta from maternal circulation for the embryonic gas exchanger system, whereas oviparous animals such as birds and reptiles utilize the chorioallantoic membrane. Despite the differences in the gas exchanger systems, the DA shares similar physiological functions in all terrestrial vertebrates. For example, the DA constricts after birth or hatching due to an increase in the oxygen tension associated with the first breath, and it eventually closes to terminate embryonic circulation. [1, 2].

In addition to the differences in the embryonic gas exchanger systems, the anatomy of the DA in oviparous animals is different from that in mammals. Most studies on oviparous ductus arteriosi have been conducted using chick embryos. Chicks have two, long ductus arteriosi that branch off from the right and left pulmonary arteries, whereas mammals have a single, short DA [3]. Both the right and left ductus arteriosi in chicks exhibit two distinct parts: the pulmonary artery-sided (proximal) and descending aorta-sided (distal) ductus arteriosi. The proximal DA, from the orifice of the pulmonary arteries to its middle portion, exhibits a muscular type of artery [4–6]. The distal DA, from the middle portion to the orifice of the descending aorta, exhibits an elastic type of artery that is similar to the aorta [4–6]. It has been shown that the proximal DA is completely closed by 2 days after hatching, whereas the distal DA remains open even after hatching [7]. In addition, the functional character between the proximal and distal ductus arteriosi is known to differ; for example, the proximal DA, but not the distal DA constricts in response to oxygen [1, 2]. Therefore, the proximal DA in oviparous animals is thought to be comparable to the mammalian DA.

To date, the characteristic features of DA closure are known to occur by a combination of two events: functional constriction and morphological remodeling in all terrestrial vertebrates. These characteristics are based on the specific transcriptional profiles of the DA. Several studies, including ours, have identified a unique transcriptional profile of the mammalian DA in humans [8, 9], baboons [10], lambs [11], and rodents [12–18] via DNA microarray analyses or RNA sequence analysis. However, no study has yet been conducted to examine a transcriptional profile of the DA of oviparous animals such as chicks. Because the mechanisms of DA closure are thought to share common processes between mammalian and oviparous animals, it is of interest to compare the transcriptional profiles of the chicken DA with those of mammals.

## Materials and methods

### Animals

Fertilized Hypeco Nera chickens (Gallus gallus domesticus) were obtained from Shiroyama Keien Farms (Kanagawa, Japan). Eggs that were incubated at 37.5°C at a relative humidity of 60–75% were turned every hour. The DA and its connecting arteries including the pulmonary arteries and the descending aorta from five different ages of developing chickens were isolated: prepipped embryonic day 16 (ED16), day 19 (ED19), internal pipping (IP), external pipping (EP), and one day after birth (AB), which were used within 24 hours of hatching. At the IP stage, embryos break into the air cell with their beaks and still breathe hypoxic air, but after the EP phase, embryos break the eggshell and start to breathe normoxic air. Animals were euthanized with isoflurane, and all efforts were made to minimize suffering. The protocol of animal experiments was reviewed and approved by the Institutional Animal Care and Use Committee of The Jikei University (No. 2015–143) and conformed to the Guidelines for the Proper Conduct of Animal Experiments of the Science Council of Japan (2006).

### Histological analyses

In order to histologically analyze the chicken DA at ED16, ED19, IP, EP, and AB with an optical microscope BZ-9000 (KEYENCE Inc.), they were fixed with 10% neutral buffered formalin fixative, and embedded with paraffin. Finally, the 4-μm serial paraffin sections were stained with hematoxylin-eosin (HE) staining and Elastica van Gieson (EVG) staining. The vessel wall thickness was measured at four different parts in each vessel by using the ImageJ 1.51 program, and results were obtained from the average of four parts in each vessel. The vessel luminal area was measured in each vessel by using ImageJ 1.51 program.

### DNA microarray

Pooled tissues from ten embryos of the proximal and distal DA of the right-sided DA and the descending aorta at the IP stage were collected separately for each sample of RNA isolation. Sepasol-RNA I Super G (Nacalai Tesque, Inc., Japan) was used as recommended by the manufacturer. RNA purity of the samples was confirmed to have an OD260/280 ratio between 1.8 and 2.0 by UV spectrophotometry. Total RNA was converted to cDNA using Ambion Whole Transcript Expression Kit for Affymetrix GeneChip Whole Transcript Expression Arrays. cDNA was then biotin-labeled and hybridized to a GeneChip Chicken Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA). Briefly, a total of 100 ng of total RNA was reverse-transcribed to cDNA, which was subsequently used as a template for an *in vitro* transcription reaction. Sense-strand cDNA containing dUTP was synthesized by amplified cRNA. The Affymetrix GeneChip Whole Transcript Terminal Labeling Kit (Affymetrix, Santa Clara, CA, USA) was used to recognize the dUTP and to fragment the cDNA with uracil-DNA glycosylase and apurinic/apyrimidinic endonuclease 1. These fragmented cDNAs were then labeled through a terminal deoxy-transferase reaction and hybridized to the Affymetrix GeneChip Chicken Gene 1.0 ST-v1 Array (Affymetrix). The arrays were incubated in a 45°C hybridization oven, at 60 rpm, for 17 hours. After incubation, the arrays were washed, stained, and scanned using an Affymetrix GeneChip Scanner. The data were analyzed with Affymetrix GeneChip Command Console Software version 2.0 and then exported as Affymetrix CEL files. Normalization of the raw data, quality control checks, summarized to probeset expression estimates through robust multi-array average (RMA) were performed using the oligo package (v1.40.1) in Bioconductor (v3.5). The hybridization experiments were performed in duplicate, and the intensities in the proximal DA, the distal DA, and the descending aorta were averaged.

### Hierarchical clustering analysis

The similarity matrix of normalized data described above was computed using the Dist function from amap package (v0.8–14) using centered Pearson’s correlation coefficient and clustered using the hclust function from stats package (v3.5.0) using Ward’s method for agglomeration.

### Gene ontology analysis

We took the top 0.5% (88 genes) in the ratio of signal intensities of the proximal DA to the distal DA and asked which GO terms in the KEGG pathway were enriched in the genes using DAVID knowledgebase v6.8 [19]. Only pathways with a *p*-value lower than 0.05 were considered to be significantly enriched.

### RNA extraction and real-time polymerase chain reaction

Pooled tissues from the proximal and distal DA of the right pulmonary artery side and the descending aorta were collected separately at five different developmental stages: ED16, ED19, IP, EP, and AB. Total RNA was extracted from these pooled tissues using Sepasol-RNA I Super G (Nacalai tesque, Inc., Japan) and then reverse-transcribed to cDNA using a PrimeScript™ RT Master Mix (TAKARA bio Inc., Japan) as recommended by the manufacturer. cDNA was amplified using TB Green™ Premix Ex Taq II for intercalator-based quantitative polymerase chain reaction (qPCR), or Probe qPCR Mix for TaqMan probe-based qPCR (Takara Bio Inc., Japan). Sequences for PCR primers and probes are listed in Table 1. Duplicate reactions were performed for each sample. The reactions were performed in 96-well plates on the Thermal Cycler Dice Real Time System (Takara Bio Inc., Japan). For each RT-PCR experiment, a negative control was included, and no amplification was confirmed in any of the reactions. For data analysis, the mRNA levels of interest were normalized to chicken *gapdh* mRNA.

**Table 1:** Primer and probe sequences.

Gene name	Forward primer	Reverse primer	Probe
*col8a1*	GCGACTGAGAACAGAGTAGGTCAG	AAACCCCACCAACCACCA	
*tnc*	GAGACGGCACAACTTCTCTG	CCTTTCCTTTCTTGGCACAC	
*mamdc2*	ACTGGAGACTGGGTGTTAGCTG	AGGGCAACATAACCTCCCTTGG	
*hpse2*	TGCTCTGCGTCGAAATCCCA	TGAGCGACCGATCAATGTCC	
*fam19a2*	GGCACTCCACAGATGTTGCA	CCCTTCAAGACATGGTTGCATG	
*dct*	GCCCCTCAAGTTCTTCAACCAG	TTCCTGACAACTGGTGGCTTC	
*ednrb2*	TCTACAATGCTGCCATCCTCCTG	TCTGACCCTTCAGCCAGGTTC	
*tyr*	TGACAGCATTTTTGAGCGGTGG	TGATGGGCTTGCTTGAGGTAGG	CCAGCAGCCAACGCACCCAT
*tyrp1*	ATTCCACTTTCGGCCTACCC	CGTTGTACCATAGGCCGTGC	TCAGTGGCGTGTGCTGTGTGA
*wnt11*	TCAGGTTCTGGCTCATTCACAC	GGCTGTCCACATCACAATCCAATC	
*gapdh*	GACAACTTTGGCATTGTGGAG	CAGGTCAGGTCAACAACAGAG	

### Statistical analysis

All data are presented as the mean ± standard deviation. Statistical differences between groups were analyzed by two-way analysis of variance to evaluate the interaction between the developmental stage and the vessel type in Figs 1C, 1D and 2. If the interaction effect is present, multiple tests are being performed by a Tukey test for *post hoc* comparisons using GraphPad Prism version 8.0.1 for Windows (GraphPad Software, San Diego California USA). Statistical differences between groups are not being performed by two-way analysis of variance in Fig 3 because the expression of some groups was below the detection limit. Instead, statistical differences between groups were analyzed by one-way analysis of variance in Fig 3, and multiple tests are being performed by a Tukey test for *post hoc* comparisons using GraphPad Prism version 8.0.1 for Windows. Statistical differences were considered significant at *p*-values < 0.05.

**Fig 1:**
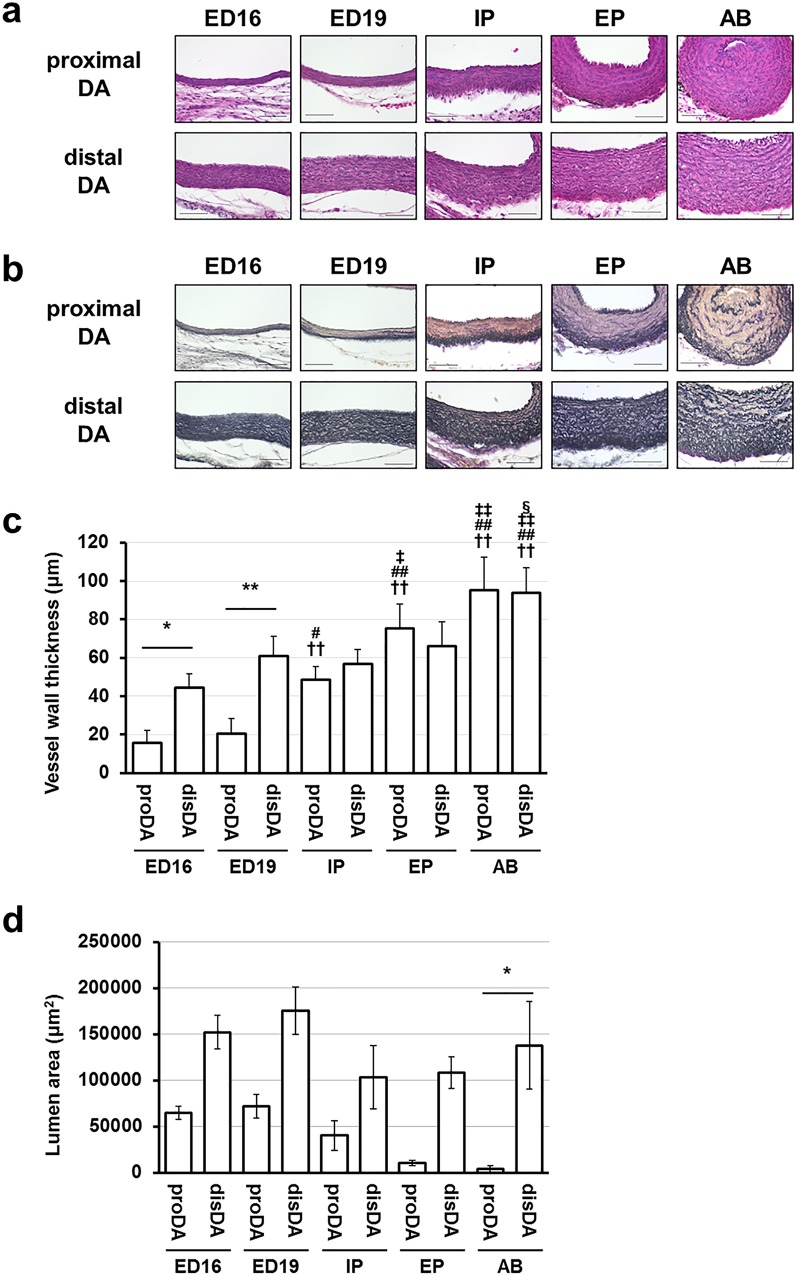
Distinct morphological changes in the proximal portions of the chick DA during development. Representative histological sections of the proximal and distal DA from ED16 to AB. Serial sections were stained with HE (a) and EVG staining (b). (a) The nucleus in the middle lamella of the distal DA were aligned in parallel to the internal elastic laminar and layered throughout the hatching, whereas the layers were disorganized in the proximal DA from the IP stage. Scale bars are 50 μm. (b) The proximal DA and the distal DA had a muscular and an elastic type of artery, respectively. Moreover, in the proximal DA, the poor elastic fiber formation was observed in the middle lamella from the IP stage. Scale bars are 50 μm. (c) The vessel wall thickness of the chick DA at developmental stages. The vessel wall of the proximal DA was thin compared to the distal DA at the ED16 and ED19 stage. Moreover, the vessel wall of the proximal DA drastically thickened from the ED19 to the IP stage. * and ** indicate *p* < 0.05 and *p*<0.01, †† indicates *p*<0.01 compared to the same tissues of the ED16 stage, # and ## indicate *p* < 0.05 and *p*<0.01 compared to the same tissues of the ED19 stage, ‡ and ‡‡ indicate *p* < 0.05 and *p*<0.01 compared to the same tissues of the IP stage, § indicates *p*<0.05 compared to the same tissues of the EP stage, n = 4–5. (d) The vessel luminal area of the chick DA at developmental stages. * indicates *p* < 0.05. n = 4–5.

**Fig 2:**
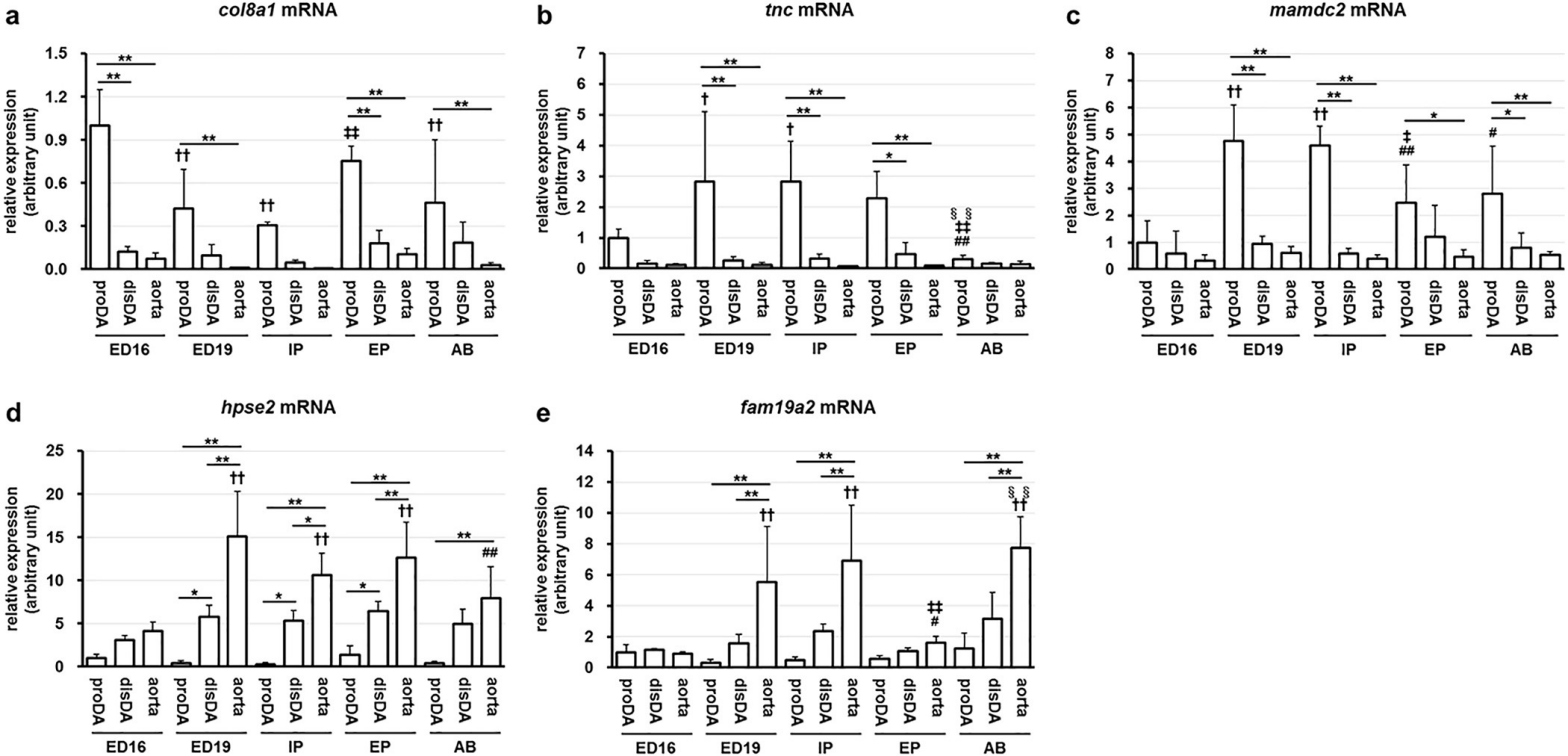
Quantitative PCR analysis for proximal DA-enriched or aorta-enriched genes. The relative mRNA levels of *col8a1* (a), *tnc* (b), *mamdc2* (c), *hpse2* (d) or *fam19a2* (e) to *gapdh* were quantified by RT-PCR. * and ** indicate *p* < 0.05 and *p*<0.01, † and †† indicate *p* < 0.05 and *p*<0.01 compared to the same tissues of the ED16 stage, # and ## indicate *p* < 0.05 and *p*<0.01 compared to the same tissues of the ED19 stage, ‡ and ‡‡ indicate *p* < 0.05 and *p*<0.01 compared to the same tissues of the IP stage, §§ indicates *p*<0.01 compared to the same tissues of the EP stage, n = 5–6.

**Fig 3:**
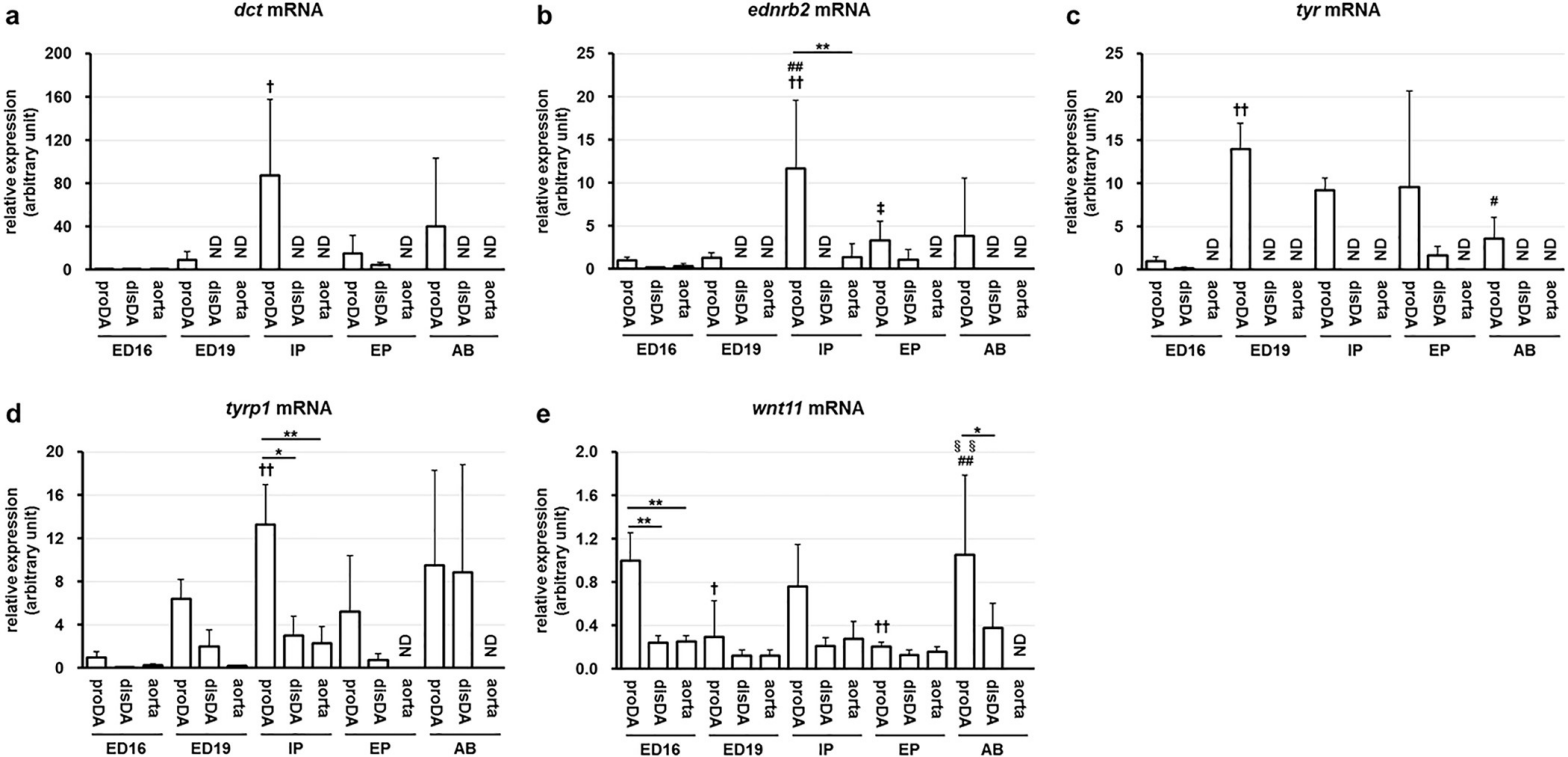
Quantitative PCR analysis for melanogenesis/tyrosine metabolism-related genes. The relative mRNA levels of each gene, *dct* (a), *ednrb2* (b), *tyr* (c), *tyrp1* (d) or *wnt11* (e), to *gapdh* were quantified by RT-PCR. We performed this experiment in quintuplicate and noted results as ND only if we could not detect any signals from two or more samples among the five available samples. * and ** indicate *p* < 0.05 and *p*<0.01, † and †† indicate *p* < 0.05 and *p*<0.01 compared to the same tissues of the ED16 stage, # and ## indicate *p* < 0.05 and *p*<0.01 compared to the same tissues of the ED19 stage, ‡ and ‡‡ indicate *p* < 0.05 and *p*<0.01 compared to the same tissues of the IP stage, §§ indicates *p*<0.01 compared to the same tissues of the EP stage, n = 5. ND: not detected.

## Results

### Histological analyses revealed distinct morphological changes in the proximal portions of the chick DA during development

As described in the introduction, the right and left ductus arteriosi in chicks exhibit two distinct parts: the proximal and distal ductus arteriosi that are separated in their middle portions. The morphology of the right and left chicken ductus arteriosi is known to be very similar during development [7], and we also confirmed this similarity (data not shown). Several groups studying chicken DA have also used the right DA [1, 2], so we also used the right DA in the present study.

The wall thickness of the proximal DA was significantly thinner than that of the distal DA at ED16 and ED19 (Fig 1A and 1C). At ED19, part of the wall of the proximal DA became thicker, making its wall thickness uneven. The tunica media of the proximal DA exhibited rapid development after ED19. The vessel wall thickness was significantly increased at the IP stage when compared with that at ED19 (Fig 1C), although the luminal cross sectional area did not significantly changed from ED19 to the IP stage (Fig 1D). On the other hand, the wall thickness of the distal DA showed small increases at the ED16, ED19, and IP stages. Therefore, there was no significant difference in the wall thickness between the proximal and distal ductus arteriosi at the IP stage and after that (Fig 1C). In addition to the wall thickness, the apparent difference between the proximal and distal portions was elastic fiber formation in the tunica media (Fig 1B). In the proximal DA, the elastic tissue was sparse in smooth muscle cells in all stages examined. In contrast, the elastic fibers were well developed in all medial walls of the distal DA as “elastic vessels” before hatching. At one day after birth (AB), the lumen of the proximal DA was almost closed, whereas that of the distal DA remained widely open.

### DNA microarray analyses revealed distinct transcriptional profiles of the chick DA at IP

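The microarray data covered 3 tissues of chick embryos at the IP stage: the proximal DA, on the side of the pulmonary artery, the distal DA, on the side of the descending aorta, and the descending aorta itself. There were 2 arrays per tissue and 6 in all, and each array was made from 100 ng of total RNA of tissue pooled from 10 embryos. The sources used here do not say whether the 2 arrays of a tissue came from separate pools, so p-values measure the spread between these arrays, which may be technical. According to the paper, the RNA was converted to cDNA, and the labelled cDNA was hybridized to Affymetrix GeneChip Chicken Gene 1.0 ST arrays. The authors scanned the arrays with Command Console 2.0 and processed the intensities by RMA in the oligo package 1.40.1 of Bioconductor 3.5. RMA corrects the background, gives all arrays the same distribution of intensities and summarizes the probes of each probe set as 1 log2 value. The deposited values are these log2 values, rounded to 2 decimals, for 20804 probe sets. The median of an array lay between 6.61 and 6.66, and its lowest value between 2.87 and 2.98. The values carry no detection call, so a low value cannot be told from background, and the number of arrays limits the precision. Where 1 of the means compared lies below the lower quartiles of the arrays (5.25 to 5.41), the size of a difference is not exact, here and in the other passages. From there, the 3 tissues were compared in 1 limma fit over all 6 arrays. A probe set was called higher or lower in a comparison at a Benjamini-Hochberg adjusted p under 0.05. Where nothing differs, a share of 0.05 of the probe sets, higher and lower together, still passes at an unadjusted p under 0.05. Differences are given as differences between mean log2 values, so that a difference of 1 is a 2-fold difference in intensity. The median standard error (SE) of a difference was 0.167. A single gene symbol was known for 12300 of the probe sets, and gene lists were tested over 11528 genes, each with its brightest probe set. The gene lists were set after the paper's tables had been seen, so members named there are not independent evidence.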

We performed microarray analysis with the proximal and distal DA of the right-sided DA at the IP stage. The degree of similarity of the transcriptional profiles of the proximal DA, distal DA, and the descending aorta at IP was calculated, and the graphical representation showed that the profiles of gene expression are grouped into two distinct clusters: a DA-related cluster and an aorta-related cluster (Fig 4). 

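At the IP stage, the 2 arrays of each tissue joined each other before they joined any other array. With 1 minus Pearson's correlation coefficient over all 20804 probe sets as the distance and Ward's method, the distal DA arrays joined at a height of 0.0114, the proximal DA arrays at 0.0172 and the aorta arrays at 0.0193. The proximal and distal DA then joined each other at 0.0221, and the aorta joined them last, at 0.0561. Average linkage joined the proximal and distal DA at 0.0182, which was before the 2 aorta arrays had joined each other. The proximal and distal DA also joined before the aorta when each of the 6 arrays was left out in turn. Clustering gives no p-value.

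**Figure D1:**
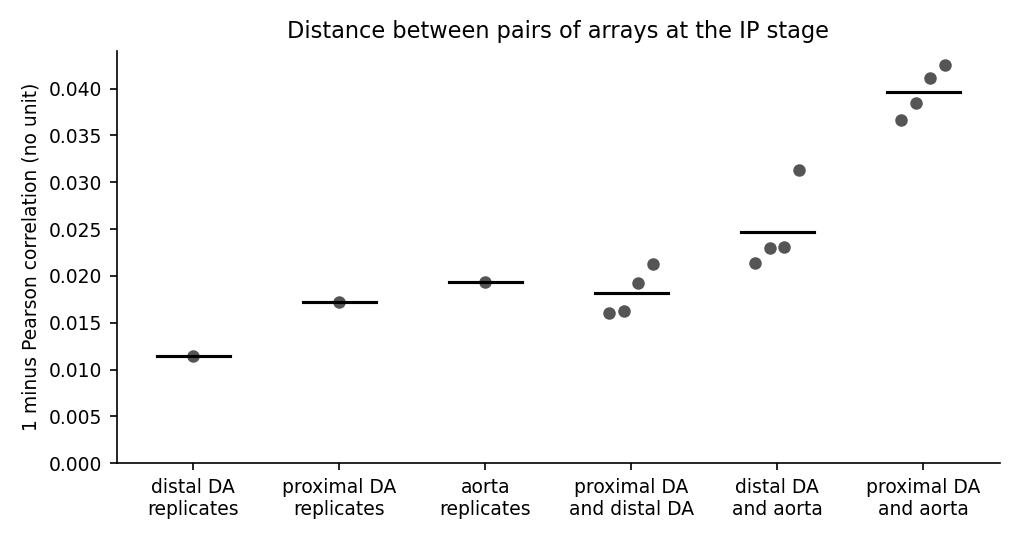
Expression distance (1 minus Pearson's r over all probe sets, vertical axis) for each pair of arrays, grouped by the tissues of the pair (horizontal axis). Each dot is 1 pair of arrays and each bar is the mean of its pairs. The pairs of proximal DA and aorta arrays lie highest, with a mean of 0.0397, and no pair of distal DA and proximal DA arrays lies above 0.0213.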

Although the histological analysis indicated that the distal DA was more similar to the aorta than the proximal DA, the transcriptional profiles of the proximal DA and distal DA were much closer than that of the aorta. 

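The distal DA lay between the proximal DA and the aorta and nearer to the proximal DA. Its mean expression distance from the proximal DA was 0.0182 (range 0.0160 to 0.0213 over 4 pairs of arrays), and its distance from the aorta was 0.0247 (0.0214 to 0.0314 over 4 pairs). The distance of the proximal DA from the aorta was 0.0397 (0.0367 to 0.0425 over 4 pairs). Transgelin, *tagln*, an actin-binding protein of smooth muscle, had means in this order. Its mean log2 value was 11.32 in the proximal DA, 10.29 in the distal DA and 7.79 in the aorta, and the step between the parts of the DA did not pass (1.03, adjusted p = 0.112 from limma). The probe set 15395671 of *spata13* was lower than in the aorta by a log2 difference of -2.60 in the proximal DA and -2.05 in the distal DA (adjusted p = 0.000451 and 0.00316 from limma). The distance of the distal DA from the aorta exceeded its distance from the proximal DA by 0.00650 ± 0.00409 (SD, n = 2 distal DA arrays), with 0.00939 for distal DA replicate 1 and 0.00361 for distal DA replicate 2. The excess was 0.00361 without distal DA replicate 1 and 0.00396 without aorta replicate 2. The paper sets this order of the profiles against its histology and states that the proximal and distal DA were closer to each other in expression than to the aorta.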

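Most measured genes of smooth muscle contraction and some of endothelium were called higher in both parts of the DA than in the aorta at the IP stage. Of 14 measured smooth muscle contractile genes, 13 were higher in the proximal DA (14 when adjusted over the list alone) and 11 in the distal DA (14 over the list alone), and 0 were lower in either by limma, also at an unadjusted p under 0.05. Their median log2 difference from the aorta was 1.70 in the proximal DA and 1.32 in the distal DA. Tropomyosin 1, *tpm1*, was higher by 2.59 (SE 0.14, limma adjusted p = 0.000235) in the proximal DA and by 2.01 in the distal DA, and *synpo2*, which encodes an actin-bundling protein, by 1.99 and 2.00. Of 15 measured endothelial genes, 9 were higher in the proximal DA (12 when adjusted over the list alone; median 0.94) and 6 in the distal DA (10 over the list alone; median 0.70), and 0 were lower in either by limma, also at an unadjusted p under 0.05. Blood cell genes also lay above the aorta, 14 of 15 in the proximal DA (median 0.43) and 15 of 15 in the distal DA (median 0.46). Among the endothelial genes were von Willebrand factor, *vwf*, at 2.47 (SE 0.19, limma adjusted p = 0.000742) and *ecscr*, an endothelial surface protein, at 1.90 in the proximal DA. The contractile and endothelial lists were set after the paper's tables, which hold members such as *tagln* and *vwf*, had been seen. Their direction is thus not independent evidence. The matrix genes *tnc* (tenascin C) and *col8a1* (collagen type VIII alpha 1) and the secreted factor *fam132a* stood highest, with log2 differences of 5.74, 5.75 and 5.28 in the proximal DA, and of 4.08 for *tnc* and 4.04 for *col8a1* in the distal DA. The 2 aorta values of *tnc*, 5.09 and 4.91, lay below the lower quartile of their arrays (5.31 and 5.38) and cannot be told from background, so the size of its difference is not exact. In all, 692 probe sets were higher in the proximal DA and 198 in the distal DA. By camera with a preset correlation of 0.01, the contractile list stood above the other genes at adjusted p = 9.32e-21 in the proximal DA and 4.76e-28 in the distal DA, and the endothelial list at 2.10e-13 and 2.04e-13. With an estimated correlation, these were adjusted p = 0.182, 0.149, 0.102 and 0.102. That form of camera has only the 3 residual degrees of freedom of the fit. For the endothelial list, the estimated correlation was 0.00779, under the preset 0.01, so correlation between its genes does not account for the loss. For the contractile list it was 0.314, so correlation may contribute there, and its p-values with the preset may be too small. The count for the proximal DA was 459 without proximal DA replicate 1 and 261 without replicate 2, and that for the distal DA was 109 and 114 without aorta replicates 1 and 2, and 36 and 40 without distal DA replicates 1 and 2. In the distal DA, 4 contractile genes were called without either distal DA replicate, and 3, 2 and 1 endothelial genes without aorta replicate 2, distal DA replicate 1 and distal DA replicate 2; without aorta replicate 1, 1 endothelial gene was lower over the list alone.

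**Figure D2:**
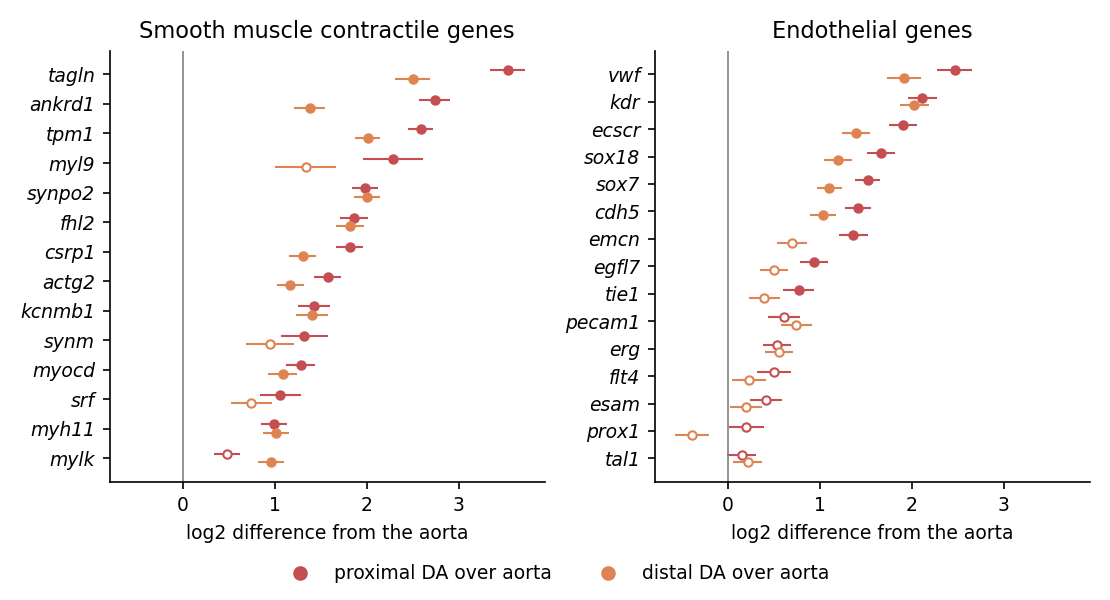
Log2 difference from the aorta (horizontal axis) of the measured smooth muscle contractile and endothelial genes (vertical axis) in the proximal and the distal DA. Each point is the difference between means of 2 arrays per tissue, error bars are the SE from limma, and filled points have an adjusted p under 0.05. The 14 contractile genes lie above 0 in both parts of the DA.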

The top 30 genes for which expression levels were higher in the proximal DA or the distal DA than in the aorta are shown in S1 Table or S2 Table. Among these 30 genes, 17 genes such as tenascin C are highly expressed in both the proximal and distal DA. 

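The 30 probe sets with the largest log2 difference over the aorta in the proximal DA and the 30 in the distal DA had 17 probe sets in common. Besides 2 probe sets of *tnc*, they belonged to *col8a1*, *fam132a*, *des*, *mgp*, *gpr20*, *tagln*, *spink5*, *cacna1h*, *acta1*, *lamb1*, *adipoq*, *fam13c* and *phyhipl*, and 2 had no gene name. The last pair, *fam13c* and *phyhipl*, are neighbouring genes in the GRCg7b assembly. The T-type calcium channel gene *cacna1h* was higher by 3.16 (SE 0.15, limma adjusted p = 0.000203) in the proximal DA and by 2.23 in the distal DA. The laminin gene *lamb1* was higher by 2.77 and 2.08, and *acta1*, an actin of striated muscle, by 3.16 and 2.53. Of the 198 probe sets called higher in the distal DA by limma, 182 (91.9%) were also called higher in the proximal DA, while lists of the same lengths shared 56.7 on average (28.7%; range 37 to 76) in 1000 simulations of unchanged groups against shared aorta arrays, a test added after the result was seen. Over all probe sets, the log2 differences of the proximal and distal DA from the aorta correlated at 0.802 with a covariance of 0.115; this is a correlation across probe sets, which are not independent replicates. Both comparisons used the same 2 aorta arrays, which alone gives a shared part. In the same simulations, lists of 30 shared 6.93 on average (range 1 to 15), the correlation was 0.500 and the covariance 0.0191, and independent lists of 30 would share 0.0433. The simulations already hold the part due to the shared aorta arrays, and the 17 and 182 shared probe sets, the correlation and the covariance lay above their range. They assume errors that are independent between probe sets and between arrays.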

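Genes that stood below the aorta in both parts of the DA at the IP stage included the angiotensin-converting enzyme *ace*, the glutamate transporter *slc1a3*, the transcription factor *glis1* and *adcyap1r1*, the receptor of the neuropeptide PACAP. The log2 difference of *ace* was -3.44 (SE 0.15, adjusted p = 0.000128) in the proximal DA and -1.85 in the distal DA by limma. It was -2.93 and -2.34 for *slc1a3*, -2.66 and -2.74 for *glis1*, and -2.52 and -2.26 for *adcyap1r1*. Genes of fibroblasts and the adventitia went both ways: of 21 measured, 6 were higher and 5 lower in the proximal DA than in the aorta (7 and 7 when adjusted over the list alone). The peptidase inhibitor *pi16*, at 2.39, and the chemokine *cxcl12*, at -1.79, were examples of each. Of 31 collagens, 4 were higher and 4 lower in the proximal DA (6 and 5 over the list alone), with *col23a1* at -2.18 and *col15a1* at -1.98, and of 27 other matrix genes, 8 were higher and 6 lower (10 and 6 over the list alone). Of 13 elastic fibre genes, 2 were lower in the proximal DA, fibulin 1 (*fbln1*, -2.02) and the lysyl oxidase *loxl3* (-0.71), and 0 were higher by limma, also at an unadjusted p under 0.05 (3 lower over the list alone). By camera, the other matrix genes stood above the rest at adjusted p = 0.0364, and at adjusted p = 0.275 with an estimated correlation; the elastic fibre list was not called (adjusted p = 0.0834). In all, 486 probe sets were lower in the proximal DA and 134 in the distal DA. The count was 225 and 191 without proximal DA replicates 1 and 2, and for the distal DA 85 without aorta replicate 2 and 16 and 18 without distal DA replicates 1 and 2. With any 1 array left out, *loxl3* did not pass and 1 elastic fibre gene was called lower (also 1 over the list alone without aorta replicate 2), higher collagens numbered 2, 1 and 2 without aorta replicate 1, proximal DA replicate 1 and proximal DA replicate 2, and *slc1a3* in the distal DA did not pass without either array of the distal or the proximal DA.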

The top 30 genes for which expression levels were lower in the proximal DA or the distal DA than in the aorta are shown in S3 Table or S4 Table. Among these 30 genes, 15 genes such as microRNA mir-1329 are more highly expressed in the descending aorta than in both the proximal and distal DA.

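The 30 probe sets lowest against the aorta in the proximal DA and the 30 lowest in the distal DA had 13 probe sets in common at the IP stage. They belonged to *ace*, *slc1a3*, *glis1*, *adcyap1r1*, *papln*, *kiaa1644*, *mir1329* and, with 2 probe sets, *spata13*, and 4 had no gene name. For *mir1329* (probe set 15492062), the mean log2 value was 5.66 in the aorta, 3.82 in the distal DA and 3.61 in the proximal DA. This was a log2 difference of -2.05 (SE 0.22, adjusted p = 0.00249) in the proximal DA and -1.84 (adjusted p = 0.0109) in the distal DA, both from limma. The values in the DA lay below the lower quartiles of the arrays (5.25 to 5.41), where they cannot be told from background. The matrix gene *papln* had log2 differences of -2.43 and -1.91. Of the 134 probe sets called lower in the distal DA, 115 (85.8%) were also called lower in the proximal DA, while lists of the same lengths shared 33.9 on average (25.3%; range 16 to 50) in simulations of unchanged groups against the shared aorta arrays, a test added after the result was seen. For lists of 30, these simulations gave 6.77 shared probe sets on average (range 0 to 15), so that 13 lay within their range. In the distal DA, *mir1329* did not pass without distal DA replicate 1 (adjusted p = 0.0522 from limma), and *papln* without distal DA replicate 2.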

**Fig 4:**
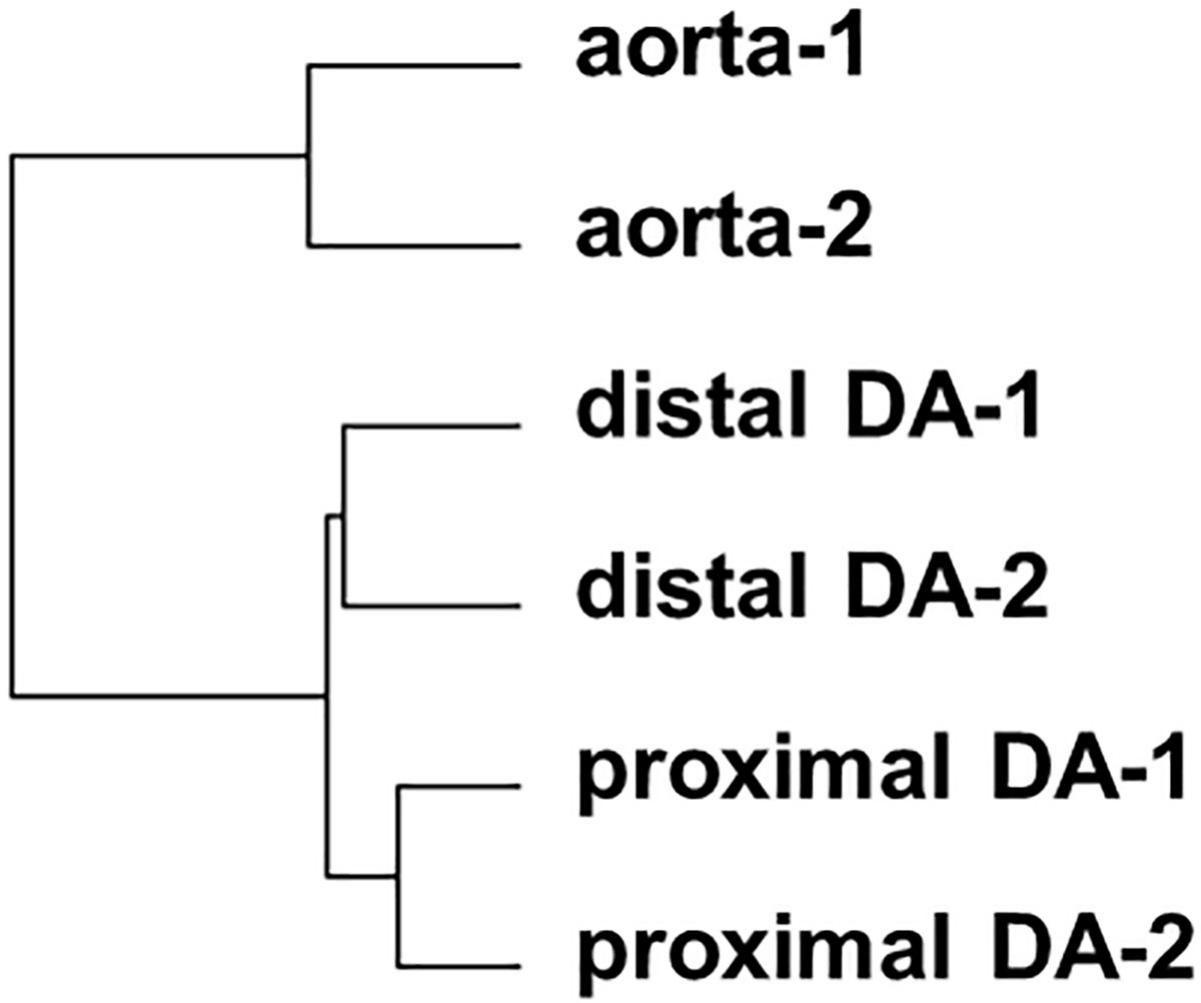
Hierarchical clustering of normalized DNA array data. The graphical representation showed that the profiles of gene expression were grouped into two distinct clusters: a DA-related cluster and an aorta-related cluster (distance = 1 − Pearson’s correlation coefficient, Ward’s method).

Because it has been known that, in addition to the structural difference, the proximal and distal ductus arteriosi have distinct functional characteristics such as oxygen responsiveness, the difference of the transcriptional profiles should be of interest. 

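In the comparison of the proximal with the distal DA at the IP stage, genes of several kinds were higher on the proximal side. The BMP antagonist *chrdl1* was higher in the proximal DA by a log2 difference of 2.30 (SE 0.23, adjusted p = 0.0238), the GDNF receptor *gfra1* by 1.73 (SE 0.17, adjusted p = 0.0238) and *rgs5*, a regulator of G protein signalling, by 1.72 (SE 0.15, adjusted p = 0.0238), all from limma. The collagen gene *col26a1* was higher by 1.83. The cytochrome P450 gene *cyp2c45* was higher by 2.78 and the probe set of the surfactant protein gene *sftpa2*, which is known from lung and which Table 2 lists as *sftpa1*, by 1.73, a size that is not exact with distal DA values of 5.12 and 5.19. Of 13 measured genes on the lung and airway epithelial list, 1 was higher in the proximal than in the distal DA, *cyp2c45* (5 when adjusted over the list alone), and 0 were lower by limma, also at an unadjusted p under 0.05, with a median of 0.42. This list and that of the transcription factors below were set after the paper's tables had been seen. Neither is independent evidence, and the tables hold *tfap2b* and *foxf1*. Of 35 transcription factors of the neural crest and pharyngeal arches, 2 were higher, *foxf1* and *tfap2b*, and 0 were lower (7 and 1 over the list alone), against 8 and 1 at an unadjusted p under 0.05. By camera, the lung list stood above the other genes at adjusted p = 5.80e-09 and the transcription factors at 4.10e-07; with an estimated correlation, these were adjusted p = 0.181 and 0.161. Where nothing differs, a share of 0.05 of the 20804 probe sets, higher and lower together, passes at an unadjusted p under 0.05. Over all probe sets, 33 were higher in the proximal DA, and 822 at an unadjusted p under 0.05. With the replicate number as a further term of the fit, 0 were called higher (991 unadjusted), and whether the numbers pair is open. The count was 0 without distal DA replicate 1 (513 unadjusted), distal DA replicate 2 (564) or proximal DA replicate 2 (831), and 4 without proximal DA replicate 1. Each gene named here lost its call with any 1 of these 4 arrays left out, so that 0 of the transcription factors were then called, and 0 lung genes were called without either distal DA array or proximal DA replicate 2. Over the list alone, 0 transcription factors were lower with any 1 of the 6 arrays left out.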

Table 2 shows the top 30 genes for which expression levels were higher in the proximal DA than in the distal DA. Table 3 shows the top 30 genes for which expression levels were lower in the proximal DA than in the distal DA. 

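Individual genes of signalling and of the matrix were lower in the proximal than in the distal DA, while the matrix lists went both ways. Of 27 other matrix genes, 1 was higher and 2 lower (7 and 6 when adjusted over the list alone), and of 31 collagens, 1 was higher and 1 lower (3 and 2 over the list alone). The gene *gucy1a3* encodes a subunit of the nitric oxide receptor guanylate cyclase, and its log2 difference, proximal over distal DA, was -2.03 (SE 0.25, limma adjusted p = 0.0395). The matricellular genes *smoc1* and *smoc2* had log2 differences of -2.03 and -1.50, the receptor phosphatase *ptpro* -1.65, the collagen *col23a1* -1.59, neuropeptide Y, *npy*, -1.54 and the growth factor *gdf5* -1.28. Of 13 elastic fibre genes, 1 was lower in the proximal DA, *fbln1* at -1.14 (SE 0.14, adjusted p = 0.0395), and 0 were higher by limma (1 at an unadjusted p under 0.05); 4 were lower and 1 higher when adjusted over the list alone. Of 21 fibroblast and adventitial genes, 1 was lower, again *fbln1*, and 0 were higher by limma (4 at an unadjusted p under 0.05; 4 lower and 4 higher over the list alone). By camera, the elastic fibre list lay below the other genes at adjusted p = 0.0471, and at adjusted p = 0.441 with an estimated correlation. In all, 19 probe sets were lower in the proximal DA, and 699 at an unadjusted p under 0.05. With the replicate number as a further term of the fit, 0 were called lower (852 unadjusted). Where nothing differs, a share of 0.05 of the 20804 probe sets, higher and lower together, passes unadjusted. Higher and lower together, the unadjusted counts without either distal DA array lay near that share. Of the probe sets of Table 2, 11 of the 29 in the copy used here passed limma's test, and 12 of the 30 of Table 3. The count of lower probe sets was 0 without distal DA replicate 1 (566 unadjusted), distal DA replicate 2 (430) or proximal DA replicate 2 (841), and 1 without proximal DA replicate 1. Each gene named here lost its call with any 1 of these 4 arrays left out, and over the list alone, 1 elastic fibre gene was lower and 0 higher with any 1 of the 6 arrays left out. Without distal DA replicate 1, 2 fibroblast genes were higher over the list alone. Of the other matrix genes and of the collagens, 0 were called by limma with any 1 of these 4 arrays left out (7 and 6, and 4 and 3, at an unadjusted p under 0.05 with all arrays); over the lists alone, 4, 3 and 4 other matrix genes were higher without distal DA replicates 1 and 2 and proximal DA replicate 1, and 1 collagen was higher and 1 lower without distal DA replicate 2.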

To profile the genes, which have distinct expression levels between the proximal DA and the distal DA, we performed gene ontology analysis using the DAVID knowledgebase. 

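Pigment genes of melanocytes mostly had higher means in the proximal than in the distal DA at the IP stage. Of 16 measured, 15 had a difference above 0, and their median log2 difference was 0.50. Melan-A, *mlana*, named only through the paper's tables, was not among the 16. Its log2 difference was 1.25 (limma adjusted p = 0.0504) and did not pass. The tyrosinase gene *tyr* passed limma's test over all probe sets; 8 genes did so when adjusted over the list alone, and 0 were lower, also at an unadjusted p under 0.05. Over the aorta, 5 were higher in the proximal DA (8 over the list alone), and in the distal DA 0 were higher or lower by limma, also at an unadjusted p under 0.05. Among the 88 genes highest in the proximal over the distal DA, the number the paper used for its ontology analysis, 6 were pigment genes (*dct*, *ednrb2*, *gpnmb*, *oca2*, *tyr* and *tyrp1*), where 0.122 were to be found at random among 11528 genes (one-sided Fisher's exact test, adjusted p = 2.88e-08 over 23 lists). Of these 88 genes, 27 passed limma's test. The list was set after the paper's tables had been seen, so that its direction is not independent evidence. Averaged over all 6 arrays, 0 of the 16 lay above the median brightness of the probe sets, and the highest such mean was 6.47; in the proximal DA alone, the means of *gpnmb* (8.12), *tyr* (7.25), *dct* (6.99), *ednrb2* (6.92), *sox10* (6.82) and *tyrp1* (6.81) lay above the array medians of 6.61 to 6.66. By camera, the list stood above the other genes in the proximal over the distal DA at adjusted p = 8.54e-12, and at adjusted p = 0.161 with an estimated correlation. It was 1 of 10 lists that camera called here. Others were the lung and airway (adjusted p = 5.80e-09), endothelial (8.89e-06) and leukocyte genes (0.0103). Of 20 leukocyte genes, 14 lay above 0 and 5 below, and 0 were called by limma. Without proximal DA replicate 2, 4 pigment genes were among the 88. Over all probe sets, the number of pigment genes called in the proximal over the distal DA was 0 without distal DA replicate 1 or 2 or proximal DA replicate 2 and 3 without proximal DA replicate 1, and over the list alone, 5 were called over the aorta without aorta replicate 1 or proximal DA replicate 2.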

We found that the genes in the melanogenesis and tyrosine metabolism pathways were significantly enriched in the proximal DA compared to the distal DA (Table 4). It should be noted that all of the genes shown in the tyrosine metabolism pathway overlapped with the genes in the melanogenesis pathway.

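Of the genes of tyrosine metabolism, *tyr* (probe set 15408323) had the largest difference of all 20804 probe sets, with a log2 difference, proximal over distal DA, of 2.82 (SE 0.38, adjusted p = 0.048) from limma. Its distal DA values of 4.45 and 4.41 lay below the lower quartiles of these arrays (5.41 and 5.33) and cannot be told from background, so the size of this difference is not exact. The melanosomal enzymes *tyrp1* and *dct* ranked 9 and 11, with log2 differences of 2.09 (SE 0.37, limma adjusted p = 0.09) and 1.86 (SE 0.26, adjusted p = 0.0504), and did not pass, except that *tyrp1* passed without proximal DA replicate 1. Their distal DA values, 4.75 and 4.68 and 5.30 and 4.97, lay below the same quartiles, so these sizes and the ranks of all 3 genes are not exact either. The wider signalling genes of the melanogenesis pathway showed no such shift. Of 37 measured, 1 was higher in the proximal DA, *wnt11* at 1.18 (SE 0.15, adjusted p = 0.0447), and 0 were lower by limma, against 4 and 2 at an unadjusted p under 0.05 (2 higher over the list alone). Their median log2 difference was -0.025, with a mean of 0.03, and camera in limma did not call the list (adjusted p = 0.821). Of the 88 highest genes, 1 was on this list (one-sided Fisher's exact test, adjusted p = 0.474). By limma, the adjusted p of *tyr* was 0.224 and 0.33 without distal DA replicates 1 and 2, and 0.144 without proximal DA replicate 2. The call of *wnt11* was lost with any 1 of the proximal or distal DA arrays left out, and with any 1 of these 4 arrays left out 1 signalling gene was called over the list alone.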

**Table 2:** Top 30 genes with high proximal DA/distal DA ratio.

Gene name	Gene symbol	Fold change (proDA/disDA)	NCBI ref seq	Probe ID	gene ID
tyrosinase (oculocutaneous albinism IA)	*tyr*	1.63	NM_204160	15408323	373971
hematopoietic prostaglandin D synthase	*hpgds*	1.53	NM_205011	15509514	395863
glycoprotein (transmembrane) nmb	*gpnmb*	1.49		15450041	428431
lysosomal-associated membrane protein 3	*lamp3 *	1.45	NM_001146132	15546981	424961
tyrosinase-related protein 1	*tyrp1 *	1.44	NM_205045	15558998	395913
cytochrome P-450 2C45	*cyp2c45*	1.41		15526246	414833
mucin protein	*muc*	1.4	AJ487010	15520261	404528
dopachrome tautomerase (dopachrome delta-isomerase, tyrosine-related protein 2)	*dct*	1.36	NM_204935	15394509	395775
epithelial cell adhesion molecule	*epcam*	1.35	NM_001012564	15485994	421292
surfactant, pulmonary-associated protein A1	*sftpa1*	1.34	NM_204606	15528597	395308
proteoglycan 4	*prg4*	1.33		15542771	100859371
chordin-like 1	*chrdl1*	1.32	NM_204171	15501860	373985
EMI domain containing 2	*emid2*	1.32	CR387598	15444301	417504
uroplakin 1B	*upk1b*	1.31		15402890	418345
membrane metallo-endopeptidase	*mme *	1.31	NM_001004412	15550074	425031
transcription factor AP-2 beta (activating enhancer binding protein 2 beta)	*tfap2b*	1.3	NM_204895	15500239	395713
coagulation factor III (thromboplastin, tissue factor)	*f3*	1.29	XM_426640	15539617	429084
mucin 22	*muc22 *	1.29		15520233	
thymosin, beta 10	*tmsb10*	1.29	XM_001234311	15425780	770993
myelin basic protein	*mbp*	1.28	NM_205280	15452918	396217
GDNF family receptor alpha 1	*gfra1*	1.28	NM_205102	15530884	395994
tenascin-R-like	*tnxb*	1.28		15443898	427816
lung lectin	*ll*	1.28	NM_001039166	15528591	423630
cytokine-like 1	*cytl1*	1.27	BX931297	15512352	422849
protocadherin-related 15	*pcdh15*	1.27	NM_001044654	15525136	423644
interleukin 1 receptor-like 1	*il1rl1*	1.26	NM_204275	15393753	374136
melan-A	*mlana*	1.26	BX931525	15558939	769648
cholinergic receptor, muscarinic 2	*chrm2*	1.26	NM_001030765	15401066	418126
MAM domain containing 2	*mamdc2*	1.26	BX935251	15559233	427247

**Table 3:** Top 30 genes with low proximal DA/distal DA ratio.

Gene name	Gene symbol	Fold change (proDA/disDA)	NCBI ref seq	Probe ID	Gene ID
guanylate cyclase 1, soluble, alpha 3	*gucy1a3*	0.73	BX933178	15502379	422407
protein tyrosine phosphatase, receptor type, O	*ptpro*	0.77	NM_204122	15389071	373911
heparanase 2	*hpse2*	0.78	XM_421704	15526875	423834
urocortin 3	*ucn3*	0.78	BX930520	15397182	769274
SPARC related modular calcium binding 1	*smoc1*	0.79	XM_001231760	15521884	768688
glutamate receptor, ionotropic, N-methyl-D-aspartate 3A	*grin3a*	0.82		15560556	769001
angiotensin I converting enzyme (peptidyl-dipeptidase A) 1	*ace*	0.82	NM_001167732	15480996	419953
collagen, type XXIII, alpha 1	*col23a1*	0.82		15424012	425481
growth differentiation factor 5	*gdf5*	0.83	NM_204338	15464465	374249
ADAM metallopeptidase domain 22	*adam22*	0.83	NM_001145228	15449411	420537
signal peptide, CUB domain, EGF-like 1	*scube1*	0.83	XM_416453	15401722	418228
hepatocyte growth factor (hepapoietin A; scatter factor)	*hgf*	0.84	NM_001030370	15384844	395941
nebulette	*nebl*	0.84	NM_204488	15449124	395148
collagen, type XV, alpha 1	*col15a1*	0.84		15451458	420803
Golgi integral membrane protein 4-like	*loc419409*	0.84		15468540	419409
opioid receptor, mu 1	*oprm1*	0.85		15489262	421644
overexpressed in colon carcinoma 1 protein homolog	*occ-1*	0.85	NM_001145200	15400640	771624
angiopoietin 1	*angpt1*	0.85	NM_001199447	15463268	395129
heparan sulfate (glucosamine) 3-O-sulfotransferase 1	*hs3st1*	0.85	BX934256	15505973	422840
erythrocyte membrane protein band 4.1-like 3	*epb41l3*	0.85		15453301	421055
C1q and tumor necrosis factor related protein 3	*c1qtnf3*	0.85	BX933888	15561814	427430
neuropeptide Y	*npy*	0.85	NM_205473	15450094	396464
carboxypeptidase X (M14 family), member 2	*cpxm2*	0.85		15531136	423951
feather keratin Cos1-1/Cos1-3/Cos2-1-like	*loc431350*	0.85		15480612	431350
FERM and PDZ domain containing 4	*frmpd4*	0.85		15405134	418640
NEL-like 2 (chicken)	*nell2*	0.86	NM_001030740	15398562	417799
sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3A	*sema3a*	0.86	NM_204977	15384739	395825
odz, odd Oz/ten-m homolog 1 (Drosophila)	*odz1*	0.86	NM_204862	15501976	395668
microRNA mir-103-2	*mir103-2*	0.86	NR_031437	15513017	777817
1-phosphatidylinositol-4,5-bisphosphate phosphodiesterase epsilon-1-like	*loc425224*	0.86		15553001	425224

**Table 4:** Gene ontology analysis for genes with high proximal DA/distal DA ratio.

Category	Term	Count	%	P Value	Genes	List Total	Pop Hits	Pop Total	Fold Enrichment	Bonferroni	Benjamini	FDR
KEGG_PATHWAY	gga04916: Melanogenesis	5	6.5	0.0009	*tyr*, *wnt11*, *ednrb2*, *dct*, *tyrp1*	23	89	4353	10.6	0.025	0.025	0.75
KEGG_PATHWAY	gga00350: Tyrosin metabolism	3	3.9	0.01	*tyr*, *dct*, *tyrp1*	23	31	4353	18.3	0.25	0.14	8.4

Since the DA is known to be highly oxygen-sensitive, hypoxia-dependent genes are of great interest. Therefore, we analyzed whether the genes that are expected to involve in hypoxia-dependent regulation are predominantly expressed in the proximal DA. Among 206 genes categorized as “response to hypoxia” in GO term, 155 gene probes were found in the chick DNA microarray. Among 155 probes, 4 genes (*ada*, *chrna4*, *kdr*, *rora*) were identified from the top 0.5% in the ratio of signal intensities of the proximal DA to the distal DA or proximal DA to the descending aorta (Table 5). 

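Of these 4 genes, *kdr*, the VEGF receptor of endothelium, was higher in the DA than in the aorta, and adenosine deaminase, *ada*, was lower in the proximal DA. The log2 difference of *kdr* from the aorta was 2.12 (SE 0.16, limma adjusted p = 0.000716) in the proximal DA and 2.03 in the distal DA, and between the parts of the DA it was 0.09 (adjusted p = 0.997). For *ada*, it was -1.58 (SE 0.15, limma adjusted p = 0.00152) in the proximal DA against the aorta and -0.80 (adjusted p = 0.115) against the distal DA, and the distal DA differed from the aorta by -0.78 (adjusted p = 0.0539). The acetylcholine receptor gene *chrna4* had log2 differences of -0.74 (limma adjusted p = 0.155) from the distal DA and -0.64 (adjusted p = 0.0579) from the aorta, and the nuclear receptor gene *rora* -0.87 (adjusted p = 0.216) and -0.73 (adjusted p = 0.0973), the last of which passed without aorta replicate 2. Of 28 measured hypoxia inducible factor genes and targets, 0 were higher and 0 lower in the proximal than in the distal DA by limma, against 2 and 3 at an unadjusted p under 0.05 (0 higher and 1 lower when adjusted over the list alone; 0 lower without distal DA replicate 2 or proximal DA replicate 1). Their median log2 difference was 0.0325 and their mean -0.0371, and camera in limma did not call the list (adjusted p = 0.975).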

Among 72 genes categorized as “HIF-1 signaling pathway” in KEGG pathway, 65 gene probes were found in the chick DNA microarray. 

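Angiopoietin 1, *angpt1*, which activates the endothelial receptor TIE2, had its highest mean in the distal DA. Its mean log2 value was 5.91 in the proximal DA, 6.98 in the distal DA and 5.85 in the aorta. The log2 difference, proximal over distal DA, was -1.07 (SE 0.17, adjusted p = 0.0679) from limma and did not pass, and it ranked 46 from the lowest of all probe sets. The distal DA was higher than the aorta by 1.13 (limma adjusted p = 0.0225), and the proximal DA differed from the aorta by 0.06 (adjusted p = 0.914). Of the 88 genes lowest in the proximal over the distal DA, 3 were hypoxia inducible factor genes and targets, *angpt1*, *egln3* and *hif1a*, where 0.214 were to be found at random (one-sided Fisher's exact test, adjusted p = 0.0094 over 23 lists). The list was set after the paper's tables, which hold *angpt1* for this ratio, had been seen, so this is not independent evidence. By limma, 0 of its 28 genes were called lower, and camera did not call the list (adjusted p = 0.975). The call of *angpt1* in the distal DA over the aorta was lost without either aorta array or either distal DA array.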

Among 65 probes, *angpt1* was solely identified from the top 0.5% in the ratio of signal intensities of the proximal DA to the distal DA (Table 5).

**Table 5:** Hypoxia-related genes from the top 0.5% in the ratio of signal intensities of the proximal DA to the distal DA.

Gene name	Gene symbol	Fold change (proDA/disDA)	Fold change (proDA/aorta)	Fold change (disDA/aorta)	NCBI ref seq	Probe ID	gene ID
adenosine deaminase	*Ada*	0.896	0.813	0.907	NM_001006290	15464840	419194
cholinergic receptor, nicotinic, alpha 4	*Chrna*	0.888	0.902	1.016	NM_204814	15467262	395606
kinase insert domain receptor (a type III receptor tyrosine kinase)	*Kdr*	1.011	1.339	1.324	NM_001004368	15505176	395323
RAR-related orphan receptor A	*Rora*	0.887	0.904	1.019	NM_001289887	15409684	415377
angiopoietin 1	*Angpt1*	0.847	1.01	1.192	NM_001199447	15463268	395129

### PCR analyses confirmed distinct transcriptional profiles of the chick DA

To verify the results of the microarray, we performed quantitative RT-PCR for collagen type VIII alpha 1, *col8a1*, tenascin C, *tnc*, MAM domain containing 2, *mamdc2*, heparanase 2, *hpse2*, and family with sequence similarity 19 member A2, *fam19a2*. We found that *col8a1* (Fig 2A), *tnc* (Fig 2B), and *mamdc2* (Fig 2C) were highly expressed in the proximal DA compared to the distal DA and the aorta at the IP stage. On the other hand, the expression levels of *hpse2* (Fig 2D) and *fam19a2* (Fig 2E) were significantly lower in the proximal DA than those in the distal DA and the aorta at the IP stage. These data supported the results of the DNA microarray. Furthermore, we found that the expression levels of *col8a1* were significantly higher in the proximal DA than those in the aorta at the ED16, ED19, EP, and AB stages. 

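On the arrays, 3 of these genes were higher and *hpse2* was lower in the proximal than in the distal DA, and *fam19a2* did not pass the test between the parts of the DA. The log2 difference, proximal over distal DA, was 1.71 (SE 0.23, limma adjusted p = 0.048) for *col8a1*, 1.66 (SE 0.16, adjusted p = 0.0238) for *tnc* and 1.78 (SE 0.18, adjusted p = 0.0238) for *mamdc2*. It was -2.18 (SE 0.18, adjusted p = 0.0238) for *hpse2* and -0.41 (SE 0.16, adjusted p = 0.603) for *fam19a2*, all from limma. Against the aorta, *mamdc2* was higher in the proximal DA by 2.78, while *hpse2* and *fam19a2* had log2 differences of -2.96 and -1.96. The mean log2 value of *col8a1* was 11.61 in the proximal DA, 9.90 in the distal DA and 5.86 in the aorta, and that of *hpse2* was 7.53 in the proximal DA, 9.71 in the distal DA and 10.49 in the aorta. The housekeeping gene *gapdh* had mean log2 values of 12.40 in the proximal DA, 12.30 in the distal DA and 12.33 in the aorta and was not called in any of the 3 comparisons. Between the parts of the DA, the calls of *col8a1*, *tnc* and *mamdc2* were lost without either array of the proximal or the distal DA, and that of *hpse2* without either distal DA array or proximal DA replicate 2.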

The expression levels of *tnc* were significantly higher in the proximal DA than those in the distal DA and the aorta at the ED19, IP, and EP stages and rapidly declined at the AB stage. The expression levels of *mamdc2* were significantly upregulated in the proximal DA from ED19 and were significantly higher in the proximal DA than those in the aorta after ED19. Interestingly, the difference of the expression levels of *hpse2* and *fam19a2* also became apparent from ED19.

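The pigment genes *tyr*, *tyrp1*, *dct*, *gpnmb* and *ednrb2* stood higher on both proximal DA arrays than on any other array, and higher on replicate 2 than on replicate 1. Endothelin receptor B2, *ednrb2*, a receptor of avian melanoblasts, had log2 values of 6.44 on proximal DA replicate 1, 5.77 and 5.50 on the distal DA arrays and 5.16 and 5.41 on the aorta arrays. Its log2 difference was 1.29 (SE 0.30, adjusted p = 0.213) from the distal DA and 1.64 (adjusted p = 0.0212) from the aorta by limma. The log2 values of *tyr* on proximal DA replicates 1 and 2 were 6.58 and 7.91, those of *tyrp1* 6.15 and 7.46, and those of *dct* 6.59 and 7.39. Over the 16 pigment genes, the median difference of replicate 2 from replicate 1 was 0.375, with 11 genes higher and 5 lower on replicate 2. The proximal DA exceeded the aorta by 1.99 (limma adjusted p = 0.000774) in *wnt11*, a gene of Wnt signalling. Of other pigment genes, *gpnmb* had a log2 difference of 2.66 (SE 0.43, limma adjusted p = 0.0747) between the parts of the DA. It passed without proximal DA replicate 1. The call of *ednrb2* over the aorta was lost without aorta replicate 1 or proximal DA replicate 2.

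**Figure D3:**
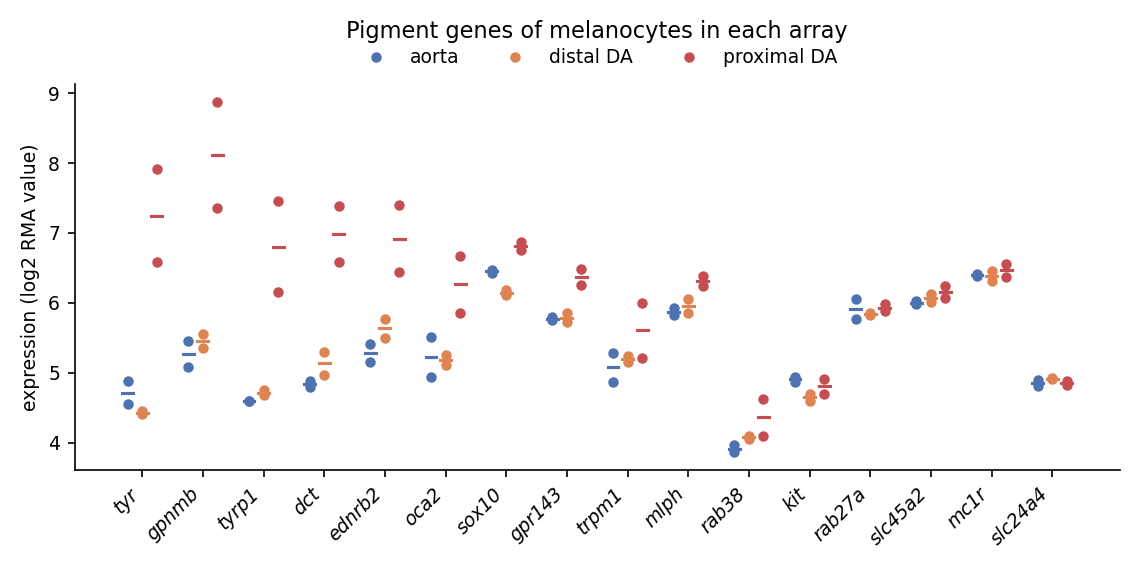
Log2 value (vertical axis) of the 16 measured pigment genes (horizontal axis) on each of the 6 arrays. Each point is 1 array, coloured by tissue. The proximal DA arrays lie above the others in *tyr*, *tyrp1*, *dct*, *gpnmb* and *ednrb2*, and replicate 2 lies above replicate 1 in each of these.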

Next, we examined the expression levels of genes related to melanogenesis and/or tyrosine metabolism that were upregulated in the proximal DA at IP. We found that the expression of *dct* (Fig 3A) and *ednrb2* (Fig 3B) and *tyr* (Fig 3C) in the proximal DA was fairly higher than that in the distal DA at the IP stage, because the expression of these genes in the distal DA was below the detection limit. The expression peaks of *dct* and *ednrb2* in the proximal DA occurred at the IP stage, whereas that of *tyr* occurred at ED19. We hardly detected the expression of *ednrb2*, *dct*, and *tyr* in the aorta at any of the stages. The expression levels of *tyrp1* were significantly higher in the proximal DA than those in the distal DA and the aorta at the IP stage (Fig 3D). The expression levels of *wnt11* were significantly higher in the proximal DA than those in the distal DA and the aorta at the ED16 stage (Fig 3E).

## Discussion

Our microarray analyses uncovered that the gene expression profiles between the proximal and distal ductus arteriosi differed, although they were much closer than that of the aorta during chick development. 

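Fewer probe sets differed between the proximal and the distal DA than between either and the aorta. At a difference of at least 2-fold, limma called 33 probe sets higher and 19 lower in the proximal than in the distal DA, 431 and 258 in the proximal DA against the aorta, and 156 and 95 in the distal DA against the aorta. With the replicate number as a further term of the fit, 0 were called higher or lower between the parts of the DA. Of the 14 genes on the smooth muscle contractile list, 1 was higher in the proximal than in the distal DA, and 0 were lower, against 6 and 1 at an unadjusted p under 0.05 (4 and 1 when adjusted over the list alone). The gene called was *ankrd1*, which encodes a nuclear factor of muscle. The contractile gene *des*, named only through the paper's tables, was not among the 14. It was also called, at 1.25 (limma adjusted p = 0.0425). Of 15 endothelial genes, 0 were higher or lower by limma, against 8 and 0 at an unadjusted p under 0.05 (5 higher over the list alone). Of 30 cell cycle genes, 0 were higher or lower, against 5 and 1 (0 over the list alone). By camera, these 3 lists stood above the other genes in the proximal over the distal DA at adjusted p = 0.000109, 8.89e-06 and 0.00052, and with an estimated correlation at adjusted p = 0.441, 0.161 and 0.441. Of the 23 lists, camera called 10 in this comparison, 12 in the proximal DA against the aorta and 10 in the distal DA against the aorta. With an estimated correlation, where camera has only the 3 residual degrees of freedom of the fit, 0 of these held. Fry called 2, 12 and 6. The call of *ankrd1* was lost with any 1 of the proximal or distal DA arrays left out. Over the list alone, 2 endothelial genes were called without either aorta array, 1 without proximal DA replicate 1 and 0 without either distal DA array or proximal DA replicate 2, contractile genes numbered 1, 2 and 1 without distal DA replicates 1 and 2 and proximal DA replicate 2, 0 were lower with any 1 of the proximal or distal DA arrays left out, and 1 cell cycle gene was called without proximal DA replicate 1.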

To our knowledge, this is the first study examining the transcription profiles of the chicken DA. Importantly, the proximal DA is morphologically and functionally distinct from the distal DA, which more resembles the descending aorta [1, 2, 6, 7, 20]. However, our DNA microarray data indicated that gene expression profiles between the proximal and distal ductus arteriosi were much closer than that of the aorta. It is known that the smooth muscle cells of DA are derived entirely from cardiac neural crest cells, whereas smooth muscle cells of the aorta are primarily derived from mesenchymal cells [21–23]. This may account for the similarity of transcriptional profiles between the proximal and distal ductus arteriosi when compared to that of the descending aorta. 

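On the axis from the mean of the aorta arrays, set to 0, to the mean of the proximal DA arrays, set to 1, the distal DA arrays lay at 0.638 and 0.551. Of the 692 probe sets higher in the proximal DA than in the aorta, the mean of the distal DA lay between both in 632 (91.3%), and of the 486 lower, in 422 (86.8%). A choice of probe sets by the gap between proximal DA and aorta alone often places the distal mean between them: in 1000 simulations of unchanged groups, a test added after the result was seen, the shares were 79.2% (range 74.0% to 84.5%) and 82.0% (75.9% to 87.4%), so that the share of the lower probe sets lay within this range, and the mean of the distal DA lay at 0.500 (0.474 to 0.528) on the axis. The first principal component carried 49.3% of the variance and the next 16.7%. Of 35 transcription factors of the neural crest and pharyngeal arches, 7 were higher and 4 lower in the proximal DA than in the aorta (10 and 6 when adjusted over the list alone), and 5 were higher and 3 lower in the distal DA (6 and 5 over the list alone). The list was set after the paper's tables, which hold *tfap2b*, *foxf1* and *snai2*, had been seen, and is not independent evidence. The mesenchymal factors *twist1* and *prrx2* were higher in the proximal DA by 2.30 (SE 0.21, adjusted p = 0.00144) and 2.22 (SE 0.15, adjusted p = 0.00051), and *snai2* had a log2 difference of -2.19 (adjusted p = 0.00452) in the distal DA, all from limma. By camera, the list stood above the other genes in the proximal DA at adjusted p = 0.00726, and at adjusted p = 0.182 with an estimated correlation; in the distal DA it was not called (adjusted p = 0.444). Without aorta replicate 2 or proximal DA replicate 2, 0 transcription factors were called lower in the proximal DA (6 at an unadjusted p under 0.05 with all arrays), and 1 with any other array left out. In the distal DA, 3, 0 and 1 were called higher without aorta replicate 2, distal DA replicate 1 and distal DA replicate 2, and 1 lower without each of these; over the list alone, 3 were lower without distal DA replicate 1.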

Among 30 genes, 17 genes are more highly expressed in the proximal and distal DA than in the aorta. Among them, the transcription factor *tfap2b* is of particular interest because this gene expression apparently showed a gradient change from the proximal DA to the aorta (expression in the proximal DA > that in the distal DA > that in the aorta). It has been known that mutations in *tfap2b* cause Char syndrome, a familial form of patent ductus arteriosus in humans [24–26] and that mutations or deficiency in *tfap2b* cause patent ductus arteriosus in mice [27, 28]. These data indicate that *tfap2b* is very well conserved among species and plays a critical role in the development of the DA. In addition to *tfap2b*, *tnc* [29], *des* [11, 13, 15, 29], *foxf1* [14], *ankrd1* [11], *mgp* [13], *atp2a3* [10], and *fhl2* [15, 30] are also reported to have a higher expression pattern in chickens and other species. 

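The log2 value of *tfap2b* (probe set 15500239) was 8.08 in the proximal DA, 6.21 in the distal DA and 4.75 in the aorta, and each step was called. The proximal DA exceeded the distal DA by 1.87 (SE 0.20, adjusted p = 0.0238), the distal DA exceeded the aorta by 1.46 (adjusted p = 0.0176) and the proximal DA exceeded the aorta by 3.33 (adjusted p = 0.000377), all from limma. Its aorta values of 4.83 and 4.66 lay below the lower quartiles of these arrays (5.31 and 5.38), so the size of the differences from the aorta is not exact. The same order, with both steps called, was found in 11 probe sets, of the lymphatic growth factor *vegfd*, *itih5*, *col8a1*, *foxf1*, *spink5*, *entpd2*, *tnc*, *fam132a*, *tfap2b*, *ankrd1* and *des*. The opposite order was found in 4, of *fbln1*, *npy*, *ace* and a probe set with no gene name. At an unadjusted p under 0.05 for both steps, these numbers were 246 and 154. By limma, both counts were 0 without either array of the proximal or the distal DA, where 276 and 136, 165 and 155, 108 and 56, and 122 and 72 probe sets showed the orders at an unadjusted p under 0.05 without proximal DA replicates 1 and 2 and distal DA replicates 1 and 2, and the opposite order was called in 1 probe set without either aorta array. The step of *tfap2b* between the parts of the DA was lost with any 1 of their arrays left out, and that between the distal DA and the aorta without aorta replicate 2 or either distal DA array. With the replicate number as a further term of the fit, 0 probe sets were called in either order.

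**Figure D4:**
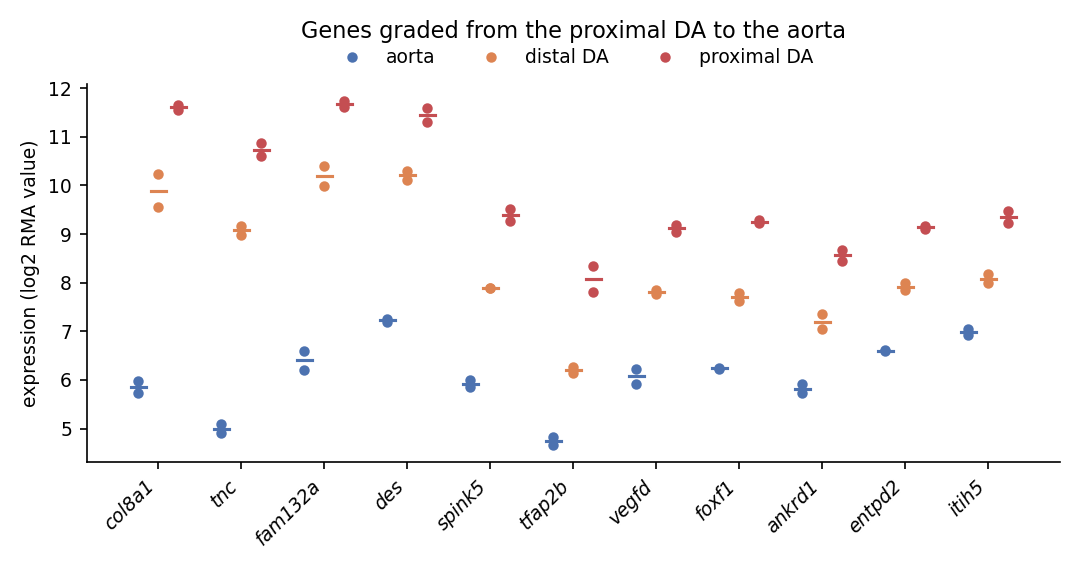
Log2 value (vertical axis) of the 11 genes that were higher in the proximal DA than in the distal DA and higher in the distal DA than in the aorta (horizontal axis, by tissue). Each dot is 1 array and each bar is the mean of 2 arrays. The means of *tfap2b* fall from 8.08 in the proximal DA to 4.75 in the aorta.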

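In the chick arrays, each of these genes was higher in the proximal DA than in the aorta. They are in the paper's tables of the highest ratios to the aorta from these same arrays. This direction was thus largely fixed beforehand and is not independent evidence. The muscle intermediate filament gene *des* was higher by 4.22 (SE 0.16, limma adjusted p = 9.58e-05), an 18.6-fold difference in intensity, and the forkhead factor *foxf1* by 3.02 (SE 0.14, adjusted p = 0.000159). The difference was 2.74 for *ankrd1*, a nuclear factor of muscle, 3.73 (SE 0.37, limma adjusted p = 0.00197) for the calcification inhibitor *mgp*, 2.74 for the calcium pump *atp2a3* and 1.86 for *fhl2*, a LIM domain protein. Proximal over distal DA, *des* (1.25, adjusted p = 0.0425), *foxf1* (1.55, adjusted p = 0.0238) and *ankrd1* (1.36, adjusted p = 0.0395) passed limma's test, while *mgp* (0.62, adjusted p = 0.876), *atp2a3* (0.36, adjusted p = 0.762) and *fhl2* (0.04, adjusted p = 0.997) did not. The distal DA exceeded the aorta by 2.98 in *des*, 3.11 in *mgp*, 2.38 in *atp2a3* and 1.82 in *fhl2*. The calls of *des*, *foxf1* and *ankrd1* between the parts of the DA were lost with any 1 of their arrays left out, and that of *mgp* in the distal DA over the aorta without either distal DA array.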

Yarboro et al. has recently reported the transcriptional profiling of human DA and compared to the published rodent data [8]. We then found that 11 genes are common to both studies when our data were compared with Yarboro's human data (S5 Table). 

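These 11 genes are also in the paper's tables of the highest and lowest ratios from these same arrays, so their calls here are not independent evidence. Of the chick DA, only the proximal part is set against the human DA here. On the chick arrays, 9 of these 11 genes differed between the proximal DA and the aorta by limma in the direction that S5 Table gives for human. Of the 6 genes that it lists as higher in the human DA, 4 were higher in the chick proximal DA than in the aorta: the peptidase *mme* by 1.61 (SE 0.26, limma adjusted p = 0.0141), the muscarinic receptor *chrm2* by 2.34 (SE 0.24, adjusted p = 0.00211), and *mamdc2* and *col8a1*. The aorta values of *mme* (4.77 and 5.32) lay below the lower quartile on replicate 1 (5.31) and on replicate 2 (5.38), so its size is not exact. The complement-related gene *c1qtnf3* had the opposite direction, at -1.45 (SE 0.15, limma adjusted p = 0.00234), and *scube1* was not called, at -0.07 (SE 0.48, adjusted p = 0.968). Of the 5 genes listed as higher in the human aorta, 5 were lower in the chick proximal DA: the GABA receptor subunit *gabrb2* at -1.66 (not exact, with dim proximal DA values of 5.01 and 4.99), periostin, *postn*, at -1.74, *hpse2*, *fam19a2* and the probe set listed as *adam22*, with a limma adjusted p of 0.0475, which the annotation used here assigns to *adam11*. The call of *mme* was lost without proximal DA replicate 2, that of *postn* without proximal DA replicate 1, and that of the *adam22* probe set without aorta replicate 2 or either proximal DA array.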

Most of the genes show the similar dominant expression patterns between chick and human ductus arteriosi. Among them, we also confirmed the expression levels of *col8a1*, *mamdc2*, *hpse2*, and *fam19a2* by RT-PCR analyses during development. These proximal DA-dominant genes of which expression is conserved well in many species may play an important role in the regulation of DA development, although the specific function of these genes in the DA has not yet been determined. Interestingly, the transcription factor *foxf1* is known to bind to serum response factor and myocardin to regulate gene transcription in visceral smooth muscle cells [31]. In addition, *foxf1* is a candidate gene for familial patent ductus arteriosus [32]. Moreover, homozygous deletion of the *foxc1* gene is known to cause failure of DA closure in mice [33]. Therefore, further investigation would be needed to identify the role of forkhead box genes in DA development.

We assume that the genes distinctly expressed between the proximal and distal ductus arteriosi should be involved in generating the morphological and functional differences between the proximal DA and the distal DA. Interestingly, gene ontology analysis revealed that the differentially expressed transcripts were involved in melanogenesis and tyrosine metabolism of the chicken DA. In mice, tyrosinase promoter is transiently active from day 9 of gestation in common precursors of melanocytes and smooth muscle cells in the DA [34]. Furthermore, a certain population of these precursor cells should be differentiated from melanoblasts to smooth muscle cells in the DA, which is important for proper closure of the DA after birth. Therefore, our results also confirmed that tyrosinase and the related genes play an important role in proper differentiation of neural crest-derived cells in the process of vascular remodeling in the DA. On the other hand, we found that only a small number of genes related with hypoxia-dependent regulation showed a different expression pattern between proximal DA and the aorta at IP. This may be due to the stage we examined. 

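Of 28 measured hypoxia inducible factor genes and targets, 4 were higher and 2 lower in the proximal DA than in the aorta at the IP stage by limma (6 and 3 when adjusted over the list alone). The glucose transporter *slc2a1* was higher by 1.14 (SE 0.15, limma adjusted p = 0.00565), *epas1*, which encodes HIF2A, by 0.78 (SE 0.15, adjusted p = 0.029), *ndrg1* by 1.28 and endothelin 1, *edn1*, by 0.88. The lower genes were stanniocalcin 2, *stc2*, at -1.69 (SE 0.14, limma adjusted p = 0.00103), and the HIF prolyl hydroxylase *egln3* at -1.27. In the distal DA, 1 was higher than in the aorta, *angpt1*, and 1 lower, *stc2* at -1.21 (5 and 1 over the list alone). Camera in limma did not call the list in the proximal DA against the aorta (adjusted p = 0.558). The number higher in the proximal DA was 2 without either aorta array, either distal DA array or proximal DA replicate 1, and 1 without proximal DA replicate 2, and the number lower was 1 without aorta replicate 1 or proximal DA replicate 2; of the genes named, *slc2a1* and *stc2* kept their calls in the proximal DA with any 1 array left out. In the distal DA, 0 were higher without aorta replicate 1 or either distal DA array and 0 lower without either distal DA array, where 6 and 1 passed at an unadjusted p under 0.05 with all arrays. Over the list alone, 5 were lower in the proximal DA without proximal DA replicate 2, and in the distal DA 2, 1 and 1 were higher without aorta replicate 1 and distal DA replicates 1 and 2, and 2 lower without aorta replicate 2.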

Because a previous study has demonstrated that hypoxic inducible factor 2a, *hif2a*, plays an important role in DA development in mice [35], examining the hypoxia-related genes at other developmental stages should be required in chick in our future study.

The role of most of the genes in Table 2 and Table 3 has not been uncovered in the DA. Because, despite the morphological differences, there are many similarities in the molecular mechanisms of DA closure between chickens and mammals [1, 2, 6, 7, 20], it would be intriguing to investigate the function of the genes listed in Table 2 and Table 3 to discover a new molecule involved in DA closure in humans.

## Conclusions

### Conclusion

The present DNA microarray analysis newly found genes that were distinctly expressed in the chicken proximal DA. Furthermore, cluster analysis found that the expression pattern of the proximal DA was closer to that of the distal DA than that of the aorta, although the proximal and distal ductus arteriosi in chicks have distinct characteristics such as oxygen responsiveness. The transcription profiles of the chick DA would provide a new insight in investigating the mechanism of DA closure.

### Limitation

In the present study, we only compared the gene profiles of chick DA at the IP stage. The main aim of the present study is to examine comprehensive transcriptional profiles of chick DA because no study has been conducted to examine a transcriptional profile of the DA of oviparous animals. We thought that the DA at the IP stage is rapidly differentiated and that the functional and morphological differences are becoming apparent. Therefore, we chose the IP stage for our first investigation. It would be interesting, however, to compare the transcriptional profiles of the chicken DA during development.

## Supporting information

S1 Table Top 30 genes with high proximal DA/aorta ratio.

S2 Table Top 30 genes with high distal DA/aorta ratio.

S3 Table Top 30 genes with low proximal DA/aorta ratio.

S4 Table Top 30 genes with low distal DA/aorta ratio.

S5 Table Eleven common genes in chick and human ductus arteriosi.

# Supplementary material for: Transcriptional profiles in the chicken ductus arteriosus during hatching
**Source:** PLoS One. 2019 Mar 21;14(3):e0214139. doi: 10.1371/journal.pone.0214139
**Supplement:** S1 Table

S1 Table. Top 30 genes with high proximal DA/aorta ratio.

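S1 Table ranks probe sets by a ratio of the averaged values of the proximal DA and the aorta. Recomputed from the deposited values, its folds are ratios between mean log2 values, not between intensities. For *tnc*, the mean log2 value was 10.74 in the proximal DA and 5.00 in the aorta, a ratio of 2.15. The copy used here holds 29 probe sets, and limma called 29 of these higher in the proximal DA, with log2 differences of 2.15 to 5.75 and a median of 3.08.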

Gene name	Gene symbol	Fold Change<br>(proDA/aorta)	NCBI ref seq	Probe ID	gene ID
tenascin C	<i>tnc</i>	2.15	NM_205456	15439065	396440
collagen, type VIII, alpha 1	<i>col8a1</i>	1.98		15403120	418378
family with sequence similarity 132, member A	<i>fam132a</i>	1.82	XM_417583	15468686	419422
transcription factor AP-2 beta	<i>tfap2b</i>	1.70	XM_417583	15500239	395713
family with sequence similarity 13, member C	<i>fam13c</i>	1.69		15524862	423602
regulator of G-protein signaling 16	<i>rgs16</i>	1.68	BX931668	15538900	424409
serine peptidase inhibitor, Kazal type 5	<i>spink5</i>	1.59	NM_001030612	15423382	416235
desmin	<i>des</i>	1.58		15536995	395906
calcium channel, voltage-dependent, T type, alpha 1H subunit	<i>cacna1h</i>	1.57		15429785	416526
hematopoietic prostaglandin D synthase	<i>hpgds</i>	1.56	NM_205011	15509514	395863
G protein-coupled receptor 20	<i>gpr20</i>	1.56		15464028	428381
solute carrier family 38, member 4	<i>slc38a4</i>	1.55	NM_001199549	15398648	417809
tenascin C	<i>tnc</i>	1.54	X73833	15439092	396440
glycoprotein (transmembrane) nmb	<i>gpnmb</i>	1.54		15450041	428431

clone ChEST566j15		1.54	CR385930	15517930	
tyrosinase (oculocutaneous albinism IA)	<i>tyr</i>	1.54	NM_204160	15408323	373971
phytanoyl-CoA 2-hydroxylase interacting protein-like	<i>phyhipl</i>	1.53	NM_001199504	15528343	423603
c-fos induced growth factor (vascular endothelial growth factor D)	<i>figf</i>	1.50	NM_204568	15393053	395255
GDNF family receptor alpha 1	<i>gfra1</i>	1.48	NM_205102	15530884	395994
forkhead box F1	<i>foxf1</i>	1.48	AB028627	15417901	395624
tyrosinase-related protein 1	<i>tyrp1</i>	1.48	NM_205045	15558998	395913
ankyrin repeat domain 1 (cardiac muscle)	<i>ankrd1</i>	1.47	NM_204405	15529946	378926
matrix metalloproteinase 11 (stromelysin 3)	<i>mmp11</i>	1.47		15432843	769489
MAM domain containing 2	<i>mamdc2</i>	1.47	BX935251	15559233	427247
transgelin	<i>tagln</i>	1.45		15475181	396490
matrix Gla protein	<i>mgp</i>	1.45	NM_205044	15387274	395912
cytokine-like 1	<i>cytl1</i>	1.45	BX931297	15512352	422849
potassium large conductance calcium-activated channel, subfamily M, beta member 2	<i>kcnmb2</i>	1.45	BX950825	15549669	770907
dopachrome tautomerase (dopachrome delta-isomerase, tyrosine-related protein 2)	<i>dct</i>	1.44	NM_204935	15394509	395775

# Supplementary material for: Transcriptional profiles in the chicken ductus arteriosus during hatching
**Source:** PLoS One. 2019 Mar 21;14(3):e0214139. doi: 10.1371/journal.pone.0214139
**Supplement:** S2 Table

S2 Table. Top 30 genes with high distal DA/aorta ratio.

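S2 Table gives the same kind of ratio for the distal DA. Of the 29 probe sets in the copy used here, limma called 27 higher in the distal DA than in the aorta, with a median log2 difference of 2.21. The amino acid transporter *slc38a4*, at 1.57 (SE 0.34, limma adjusted p = 0.0868), and *mir1645*, at 1.34 (SE 0.28, adjusted p = 0.0752), did not pass.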

Gene name	Gene symbol	Fold Change<br>(disDA/aorta)	NCBI ref seq	Probe ID	gene ID
tenascin C	<i>tnc</i>	1.82	NM_205456	15439065	396440
collagen, type VIII, alpha 1	<i>col8a1</i>	1.69		15403120	418378
family with sequence similarity 132, member A	<i>fam132a</i>	1.59	XM_417583	15468686	419422
family with sequence similarity 13, member C	<i>fam13c</i>	1.59		15524862	423602
G protein-coupled receptor 20	<i>gpr20</i>	1.45		15464028	428381
phytanoyl-CoA 2-hydroxylase interacting protein-like	<i>phyhipl</i>	1.44	NM_001199504	15528343	423603
desmin	<i>des</i>	1.41		15536995	395906
calcium channel, voltage-dependent, T type, alpha 1H subunit	<i>cacna1h</i>	1.40		15429785	416526
clone ChEST566j15		1.38		15517930	
matrix Gla protein	<i>mgp</i>	1.38	NM_205044	15387274	395912
tenascin	<i>tnc</i>	1.37	X73833	15439092	396440
melanocortin 5 receptor	<i>mc5r</i>	1.36	NM_001031015	15461279	421047
regulator of G-protein signaling 16	<i>rgs16</i>	1.35		15538900	424409
G protein-coupled receptor 126	<i>gpr126</i>	1.35	NM_001031071	15497320	421673

ATPase, Ca ⁺⁺ transporting, ubiquitous	<i>atp2a3</i>	1.33	NM_204891	15444194	395707
serine peptidase inhibitor, Kazal type 5	<i>spink5</i>	1.33	NM_001030612	15423382	416235
kinase insert domain receptor (a type III receptor tyrosine kinase)	<i>kdr</i>	1.32	NM_001004368	15505176	395323
transgelin	<i>tagln</i>	1.32		15475181	396490
family with sequence similarity 20, member C	<i>fam20c</i>	1.32		15426628	416445
leucine-rich repeat containing G protein-coupled receptor 5	<i>lgr5</i>	1.32		15386401	427867
solute carrier family 38, member 4	<i>slc38a4</i>	1.32	NM_001199549	15398648	417809
G protein-coupled receptor 116	<i>gpr116</i>	1.31		15500349	422061
transcription factor AP-2 beta<br>(activating enhancer binding protein 2 beta)	<i>tfap2b</i>	1.31	NM_204895	15500239	395713
von Willebrand factor	<i>vwf</i>	1.31		15401973	419031
microRNA mir-1645	<i>mir1645</i>	1.29	NR_035136	15398276	100316010
c-fos induced growth factor (vascular endothelial growth factor D)	<i>figf</i>	1.29	NM_204568	15393053	395255
nidogen 1	<i>nid1</i>	1.28		15488286	395531
four and a half LIM domains 2	<i>fhl2</i>	1.27	BX933997	15405749	418726
microRNA mir-27b	<i>mir27b</i>	1.27	NR_031497	15559626	777878

# Supplementary material for: Transcriptional profiles in the chicken ductus arteriosus during hatching
**Source:** PLoS One. 2019 Mar 21;14(3):e0214139. doi: 10.1371/journal.pone.0214139
**Supplement:** S3 Table

S3 Table. Top 30 genes with low proximal DA/aorta ratio.

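In S3 Table, the ratio is below 1 where the proximal DA lies below the aorta. Of its 30 probe sets, limma called 29 lower in the proximal DA, and the median log2 difference was -2.17. The exception, *loc430014*, had a log2 difference of -1.13 (SE 0.41, limma adjusted p = 0.195); without aorta replicate 1 it passed.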

Gene name	Gene symbol	Fold change<br>(proDA/aorta)	NCBI ref seq	Probe ID	gene ID
microRNA 1329	<i>mir1329</i>	0.64	NR_035009	15492062	100315694
solute carrier family 1 (glial high affinity glutamate transporter), member 3	<i>slc1a3</i>	0.67		15557705	395443
guanylate cyclase 1 soluble subunit alpha	<i>gucyl1a3</i>	0.67	BX933178	15502379	422407
angiotensin I converting enzyme	<i>ace</i>	0.68	NM_001167732	15480996	419953
spermatogenesis associated 13	<i>spata13</i>	0.69	CR389315	15395669	418940
opioid receptor, mu 1	<i>oprm1</i>	0.69		15489262	421644
spermatogenesis associated 13	<i>spata13</i>	0.70		15395671	418940
clone 840 GGN101 snoRNA		0.70	EU240316	15536100	
family with sequence similarity 46, member C	<i>fam46</i>	0.70	NM_001007972	15402678	426544
GLIS family zinc finger 1	<i>glis1</i>	0.71		15544262	424652
heparanase 2	<i>hpse2</i>	0.71	XM_421704	15526875	423834
papilin, proteoglycan-like sulfated glycoprotein	<i>papln</i>	0.72		15521735	42887
protein tyrosine phosphatase, receptor type, O	<i>ptpro</i>	0.72	NM_204122	15389071	373911
KIAA1644	<i>kiaa1644</i>	0.74		15401776	100857276

adenylate cyclase activating polypeptide 1 (pituitary) receptor type I	<i>adcyap1r1</i>	0.74	NM_001098606	15448093	420386
alpha-1,4-N-acetylglucosaminyltransferase	<i>a4gnt</i>	0.74	XM_426692	15545524	429136
hepatocyte growth factor (hepapoietin A; scatter factor)	<i>hgf</i>	0.74	NM_001030370	15384844	395941
CUB and Sushi multiple domains 1	<i>csmd1</i>	0.74		15491766	421899
gamma-aminobutyric acid (GABA) A receptor, beta 2	<i>gabrb2</i>	0.75	X72806	15422949	414890
collagen, type XV, alpha 1	<i>coll5a1</i>	0.75		15451458	420803
protein phosphatase 4, regulatory subunit 4	<i>ppp4r4</i>	0.75	XM_421339	15517524	423430
single-minded homolog 2 (Drosophila)	<i>sim2</i>	0.75	XM_416724	15392089	418515
neuropeptide Y	<i>npy</i>	0.76	NM_205473	15450094	396464
family with sequence similarity 19 (chemokine (C-C motif)-like), member A2	<i>fam19a2</i>	0.76		15398714	771745
Ig heavy chain V-III region VH26-like	<i>loc430014</i>	0.76		15554626	430014
collagen, type XXI, alpha 1	<i>col21a1</i>	0.76		15491621	421885
family with sequence similarity 110, member B	<i>fam110b</i>	0.76	XM_419215	15453999	421134
ATPase, H ⁺ transporting, lysosomal 42kDa, V1 subunit C2	<i>atp6v1c2</i>	0.76	XM_419951	15492047	421939
collagen, type XXIII, alpha 1	<i>col23a1</i>	0.76		15424012	425481
leucine rich repeat containing 8 family, member B	<i>lrrc8b</i>	0.77		15543240	424516

# Supplementary material for: Transcriptional profiles in the chicken ductus arteriosus during hatching
**Source:** PLoS One. 2019 Mar 21;14(3):e0214139. doi: 10.1371/journal.pone.0214139
**Supplement:** S4 Table

S4 Table. Top 30 genes with low distal DA/aorta ratio.

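S4 Table lists the same ratio for the distal DA. Of its 30 probe sets, limma called 28 lower in the distal DA than in the aorta, with a median log2 difference of -1.75. The scaffold gene *iqgap2*, at -1.28 (SE 0.27, limma adjusted p = 0.0801), and the probe set 15563349, which has no gene name, at -1.71 (SE 0.32, adjusted p = 0.0551), did not pass; without aorta replicate 2, *iqgap2* did.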

Gene name	Gene symbol	Fold change<br>(disDA/aorta)	NCBI ref seq	Probe ID	gene ID
microRNA mir-1329	<i>mir1329</i>	0.68	NR_035009	15492062	100315694
GGN101 snoRNA		0.69	EU240316	15536100	
GLIS family zinc finger 1	<i>glis1</i>	0.70	XM_015291201	15544262	424652
solute carrier family 1 (glial high affinity glutamate transporter), member 3	<i>slc1a3</i>	0.73		15557705	395443
snail homolog 2 (Drosophila)	<i>snai2</i>	0.74	CR407272	15551818	432368
protein phosphatase 4, regulatory subunit 4	<i>ppp4r4</i>	0.74	XM_421339	15517524	423430
ATPase, H ⁺ transporting, lysosomal 42kDa, V1 subunit C	<i>atp6v1c2</i>	0.74	XM_419951	15492047	42193
beta-defensin 12	<i>gal12</i>	0.76	NM_00100160	15500179	414339
spermatogenesis associated 13	<i>spata13</i>	0.76		15395671	418940
adenylate cyclase activating polypeptide 1 (pituitary) receptor type I	<i>adcyap1r1</i>	0.77	NM_001098606	15448093	420386
spermatogenesis associated 13	<i>spata13</i>	0.77	CR389315	15395669	418940
transmembrane protein 71	<i>tmem71</i>	0.78	XM_025148183	15463797	101749956
snail homolog 2 (Drosophila)	<i>snai2</i>	0.78	CR407272	15462084	432368
KIAA1644	<i>kiaa1644</i>	0.78		15401776	100857276

CUB and Sushi multiple domains 1	<i>csmd1</i>	0.78		15491766	421899
periostin, osteoblast specific facto	<i>postn</i>	0.78	NM_001030541	15395306	395429
BARX homeobox 2	<i>barx2</i>	0.79	NM_204896	15474796	395714
papilin, proteoglycan-like sulfated glycoprotei	<i>papln</i>	0.79		15521735	42887
clone 583 noncoding RNA GGN52 gene		0.79	EU240268	15539164	
alpha-1,4-N-acetylglucosaminyltransferase	<i>a4gnt</i>	0.80	XM_42669	15545524	429136
clone 753 GGN112 snoRN		0.80	EU240326	15563349	
single-minded homolog 2 (Drosophila)	<i>sim2</i>	0.80	XM_416724	15392089	418515
collagen, type XXI, alpha 1	<i>col21a1</i>	0.80		15491621	421885
unc-13 homolog B (C. elegans)	<i>unc13</i>	0.80	XR_140354	15557363	
leucine rich repeat containing 8 family, member B	<i>lrrc8b</i>	0.80		15543240	424516
IQ motif containing GTPase activating protein 2	<i>iqgap2</i>	0.81		15562712	427211
potassium voltage-gated channel, KQT-like subfamily, member	<i>kcnq3</i>	0.81		15463768	420325
family with sequence similarity 19 (chemokine (C-C motif)-like), member	<i>fam19a2</i>	0.81		15398714	771745
LY6/PLAUR domain containin	<i>lypd6</i>	0.81	XM_001234905	15534569	771649
3617 GGN113 snRNA		0.81	EU240327	15552097

# Supplementary material for: Transcriptional profiles in the chicken ductus arteriosus during hatching
**Source:** PLoS One. 2019 Mar 21;14(3):e0214139. doi: 10.1371/journal.pone.0214139
**Supplement:** S5 Table

S5 Table. Eleven common genes in chick and human ductus arteriosi.

Gene symbol	Chicken microarray	literature	
		comparison	Species
<i>mme</i>	Proximal DA>distal DA	DA>aorta	Human
<i>Chrm2</i>	Proximal DA>distal DA	DA>aorta	Human
<i>Mamdc2</i>	Proximal DA>distal DA<br>Proximal DA>aorta	DA>aorta	Human
<i>Scube1</i>	Distal DA>proximal DA	DA>aorta	Human
<i>Clqtnf3</i>	Distal DA>proximal DA	DA>aorta	Human
<i>Col8a1</i>	Distal DA>aorta	DA>aorta	Human
<i>Hpse2</i>	Distal DA>proximal DA<br>Aorta>proximal DA	Aorta>DA	Human
<i>Adam22</i>	Distal DA>proximal DA	Aorta>DA	Human
<i>Gabrb2</i>	Aorta>proximal DA	Aorta>DA	Human
<i>Fam19a2</i>	Aorta>proximal DA<br>Aorta>distal DA	Aorta>DA	Human
<i>postn</i>	Aorta>distal DA	Aorta>DA	Human

How the deposited data were processed for this re-analysis (not part of the article)

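Expression was measured in the proximal DA, the distal DA and the descending aorta of chick embryos at the IP stage, with 2 arrays per tissue and tissue of 10 embryos pooled per array. The authors made labelled cDNA from 100 ng of total RNA per array, hybridized it to Affymetrix GeneChip Chicken Gene 1.0 ST arrays (the series record names biotinylated cRNA instead, and the paper's account is given here), scanned them with Command Console 2.0 and ran RMA in oligo 1.40.1 (Bioconductor 3.5). The deposited values are the log2 values that the authors obtained by RMA, which corrects the background, applies quantile normalization across the arrays and summarizes the probes of a probe set; they are rounded to 2 decimals. The median of an array was 6.61 to 6.66. The arrays were fitted as deposited, and no probe set was removed; 0 columns were left unmatched to a tissue. The quantitative RT-PCR and the histology of the paper were not analysed here. The genome build behind the array annotation is not given in the sources used here.

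The 3 tissues were compared in 1 limma fit (limma 3.58.1, R 4.3.3; lmFit, contrasts.fit and eBayes without a trend), with tissue means as the only terms, 3 residual and 4.40 prior degrees of freedom. Adjusted p-values are Benjamini-Hochberg values over all 20804 probe sets within a comparison, with a threshold of 0.05. Adjusted over a list alone means the same adjustment over the members of that list. The median SE of a difference was 0.167. A probe set was called graded where the proximal and distal DA differed and the distal DA and the aorta differed, in the same direction, each at an adjusted p under 0.05. Arrays were clustered with 1 minus Pearson's r and Ward's method (ward.D of hclust). Overlaps were taken between lists of 30 probe sets by log2 difference and set, like the numbers of calls in common, against 1000 simulations in which the 3 groups did not differ but shared the aorta arrays.

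Gene symbols came from the annotation of the array: 12300 probe sets had 1 symbol, 256 had several and 8248 had none. Of those with 1 symbol, 11727 were found in RefSeq and 573 were not. For 18 probe sets the name came from the paper's tables, among them *des* and *mlana*. These did not enter the tests of gene lists, so *des* is not counted among the measured contractile genes, nor *mlana* among the measured pigment genes. For tests of gene lists, each of 11528 genes was represented by its probe set with the highest mean. The 23 gene lists held pigment genes, signalling genes of the melanogenesis pathway, smooth muscle contractile, elastic fibre, collagen, other matrix, endothelial, lung and airway epithelial, mesothelial, blood cell, leukocyte, nerve and Schwann cell, cardiac muscle, skeletal muscle, fibroblast and adventitial genes, prostaglandin and cyclic nucleotide genes, ion channel and contraction genes of oxygen sensing, hypoxia inducible factor genes and targets, HOX genes, transcription factors of the neural crest and pharyngeal arches, cell cycle, Notch pathway and retinoic acid genes. They held 480 genes, 17 of them on more than 1 list. Lists were tested by camera in limma with a preset correlation of 0.01, and enrichment among the 88 highest and lowest genes by one-sided Fisher's exact tests, each adjusted over the 23 lists. No list test was run on Table 2, S1 Table or S2 Table themselves, since the copies used here hold 29 of 30 probe sets.

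The comparisons, the tests, the lists, the alternatives and the rule for naming genes were set before the data were examined, although the values in the paper's tables had been seen. The rule named, per comparison, the 12 largest and the 12 smallest differences among called probe sets with 1 symbol, every gene the paper names in its text and tables, at the paper's probe set, and, in each list, up to 6 called members with the largest change or, where none was called, the 2 with the smallest p. The members of the overlaps, of the graded sets and of the 88 highest or lowest genes on a list were named in addition (*oca2* and *hif1a* among them), and were chosen after their values had been seen.

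The alternatives were: a fit of only the 2 groups compared; eBayes with trend and robust; quantile and cyclic loess normalization; the brighter 0.5 of the probe sets; a minimum of 2-fold; each array left out in turn; replicate numbers as a block; Spearman and Euclidean distances, linear intensities and the 1000 most variable probe sets; ward.D2 and average linkage; lists of 100 and 300 for the overlap and of 44 and 176 for the enrichment; the median over the probe sets of a gene; an estimated correlation; and fry. Where 1 array of a tissue is left out, the remaining array is assumed to vary like the other groups. With an estimated correlation, camera has only the 3 residual degrees of freedom of the fit. A call lost there does not by itself show that the genes of a list are correlated.

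The fit was tested on simulated data with known changes. At a log2 change of 1, it found 49 of 67 changed probe sets (73.1%) in the proximal over the distal DA, 54 of 67 (80.6%) in the proximal DA over the aorta and 52 of 67 (77.6%) in the distal DA over the aorta, and at 2 and 3 it found each of them. False calls were 14 of 196, 7 of 194 and 17 of 202. With a simulated shift of the collagens, camera called the collagens and 0 of the 22 other lists. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.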

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

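In this part, the search for probe sets with the distal DA beyond both other tissues and the test of a tissue mix were chosen after the order of the tissues had been seen, and the test of the normalization before. The list counts were planned.

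In 3 probe sets, the distal DA lay beyond both the proximal DA and the aorta, with both differences called by limma, against the order of most others. Urocortin 3, *ucn3*, a ligand of a corticotropin-releasing factor receptor, was highest in the distal DA, with log2 differences of -1.85 for proximal over distal DA (limma adjusted p = 0.0238) and 1.20 for the distal DA over the aorta (adjusted p = 0.03). The calpain gene *capn6* was lowest in the distal DA, at 1.80 (limma adjusted p = 0.048) and -1.42 (adjusted p = 0.0394), as was the probe set 15447175, which has no gene name, at 1.51 (limma adjusted p = 0.0239) and -1.46 (adjusted p = 0.00856). Between the parts of the DA, the limma adjusted p without distal DA replicates 1 and 2 and proximal DA replicates 1 and 2 was 0.148, 0.212, 0.0927 and 0.160 for *ucn3*, 0.180, 0.177, 0.198 and 0.261 for *capn6* and 0.196, 0.206, 0.104 and 0.144 for the unnamed probe set. Over the aorta, the adjusted p of *ucn3* was 0.0783 without aorta replicate 1, 0.151 and 0.199 without distal DA replicates 1 and 2 and 0.0614 without either proximal DA array; that of *capn6* was 0.103 and 0.0785 without aorta replicates 1 and 2, 0.158 without distal DA replicate 1 and 0.0888 without either proximal DA array; that of the unnamed probe set was 0.0920 and 0.0561 without distal DA replicates 1 and 2 (limma).

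The intermediate place of the distal DA was weighed against a mix of tissues and the normalization. If distal DA samples held proximal DA and aorta tissue, at most 1% of the probe sets called in a distal comparison were to lie beyond both; 3 of 366 did (0.820%), but 18 of the 366 were called in both distal comparisons, so the number of calls kept this share low and the test decides nothing. A mix and a tissue that is itself graded cannot be told apart, and no biological explanation was tested separately. After cyclic loess normalization, the excess of the distance from the aorta over that from the proximal DA was 0.00668. This was a change of 0.000184 against a spread of 0.00409 between the distal DA arrays. The authors' values were already quantile normalized, and Pearson's r does not change with the level or scale of an array. The result was thus nearly fixed beforehand, and the normalization stays open as a cause.

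Among genes that the paper does not discuss as groups, 13 of 14 smooth muscle contractile genes were higher in the proximal DA than in the aorta and 11 in the distal DA, and 9 and 6 of 15 endothelial genes, with 0 lower by limma (0 also at an unadjusted p under 0.05). These stood out as signals in 1 direction, but both lists were set after the paper's tables, which hold some members, had been seen. In the distal DA, the contractile count was 4 without either distal DA array, and the endothelial count was 3 without aorta replicate 2, 2 without distal DA replicate 1 and 1 without distal DA replicate 2.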

How the results depend on the processing

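None of the settings in this part was chosen after the results were seen. In every setting run, the proximal and distal DA joined before the aorta. Of the named-gene results under all settings, 7314 kept their side of the threshold and their direction, 652 fell short of it and 99 newly passed. Another 95 passed neither in the main setting nor in the other and changed direction. Of the list results, these numbers were 676, 87, 22 and 40. The cause was not tested except where fewer arrays or probe sets entered. Probe sets higher and lower in the proximal over the distal DA (33 and 19) numbered 61 and 46 in the brighter 0.5 of the probe sets, where fewer are tested, and 34 were lower with trend and robust eBayes; graded probe sets (11, and 4 in the opposite order) numbered 23 and 11 in the brighter 0.5, and those in the opposite order 8 with trend and robust eBayes, 2 with cyclic loess normalization and 2 with only the 2 groups compared. At least 2-fold, 431 and 258 probe sets passed in the proximal DA over the aorta. The excess of the distance from the aorta was 7.58 as Euclidean distance, 0.0205 in the brighter 0.5, 0.0812 over the 1000 most variable probe sets and 0.0116 on linear intensities, which are other scales or other probe sets. Lists of 100 shared 61 probe sets at the top and 45 at the bottom, and lists of 300 shared 192 and 154. In the brighter 0.5, 0 pigment genes were among the 88, since none is that bright over all 6 arrays. Of 32 list calls by camera, 0 held with an estimated correlation (0 in each of the 3 comparisons), and fry made 20 (2 in the proximal over the distal DA and 6 in the distal DA over the aorta). The estimated correlation leaves camera only the 3 residual degrees of freedom, so a loss of calls was likely for that reason alone. For the contractile, pigment and lung lists, the estimate (0.314, 0.137 and 0.164) also lay above the preset 0.01. Their camera p-values with the preset may thus be too small. For others, such as the endothelial list (0.00779), it lay below. With each array left out, the ranges were 0 to 36 and 0 to 19 for the proximal over the distal DA, 261 to 530 and 191 to 597 for the proximal DA over the aorta, 36 to 145 and 16 to 141 for the distal DA over the aorta, 0 to 11 and 0 to 1 for graded probe sets, 0.00361 to 0.00939 for the distance, 15 to 19 and 9 to 18 for the overlaps, 4 to 6 for pigment genes and, for list calls, 6 to 13, 9 to 16 and 7 to 10 (25 to 38 in all). Without aorta replicate 1, 44.2% of the calls in the proximal DA and 43.6% in the distal DA against the aorta were higher, against 58.7% and 59.6%. With replicate numbers as a replicate block, limma called 0 higher and 0 lower in the proximal over the distal DA (991 and 852 at an unadjusted p under 0.05) and 0 and 0 graded probe sets, and 714 and 506 in the proximal DA and 187 and 105 in the distal DA over the aorta. Arrays of the same number deviated together with r = 0.199, -0.0339 and 0.321, not each above 0.1, and the samples were not taken as paired. Whether the numbers pair stays open, since the second principal component (16.7%) separated replicates 1 and 2 in each tissue and distal and proximal DA arrays of the same number were closer (0.0162 and 0.0160 against 0.0213 and 0.0193), while aorta replicate 1 was closer to distal DA replicate 2 (0.0214) than to replicate 1 (0.0229). Signal over background limits dim genes, since no detection call exists.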

Differences from the paper's values

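In this part, the tallies over the paper's tables were planned, and the ranks of the genes in Table 5 were computed after their direction had been seen.

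The 192 folds in the paper's tables were compared with ratios of mean log2 values, and 184 lay within 0.006 and 8 farther apart, with a largest gap of 0.0164. By more than 1.5 times and more than the spread of the arrays, 0 of the 192 differed, and 185 did by the same measure as ratios of mean linear intensities. In intensity, the differences of Table 2 were 2.12- to 7.04-fold and those of S1 Table 4.44- to 53.6-fold; where the lower value is dim, as for *tnc* in the aorta, the size is not exact.

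The paper counts 15 genes lower in both parts of the DA; here, 13 probe sets were shared by log2 difference, 15 on linear intensities and 14 by the ratio of log2 means, settings chosen before the data were examined, and 9 without proximal DA replicate 2. The copies of the paper's S3 and S4 Tables share 17 probe sets, which belong to 15 named genes, so the counts depend on whether genes or probe sets are counted and on the measure. For the higher genes both counts were 17, but with 13 members in common: S1 and S2 Tables share *tfap2b*, *rgs16*, *slc38a4* and *figf*, where the lists by log2 difference share *acta1*, *lamb1*, *adipoq* and a probe set with no gene name. The paper took the highest 88 genes for its ontology analysis; the highest 0.5% here held 104 probe sets.

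The paper takes *ada*, *chrna4* and *rora* from the top of the ratio of the proximal DA to the distal DA or the aorta. Here they lay at the low end. By the ratio of log2 means they were outside the 104 lowest, at ranks 262, 188 and 185 from the lowest against the distal DA and 122, 955 and 1022 against the aorta. By log2 difference, these ranks were 157, 188 and 102, and 79, 1073 and 824, so that *rora* against the distal DA and *ada* against the aorta were within the 104. Of the other genes, *kdr* ranked 60 from the highest by the ratio to the aorta, within the 104, and *angpt1* ranked 44 from the lowest by the ratio to the distal DA, at the opposite end. The paper states that quantitative RT-PCR bore out the arrays for 5 genes; 4 were called here in the stated direction, and *fam19a2*, with a log2 difference of -0.41 between the parts of the DA (limma adjusted p = 0.603), was not; against the aorta, where S3 and S4 Tables list it, it was called in the proximal DA at -1.96 (limma adjusted p = 0.00101).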

Other observations

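In this part, the gene lists were planned, and the tests on lung genes with 1 proximal DA array and on the spread between the proximal DA arrays were chosen after the result was seen. Of 41 ion channel and contraction genes, 7 were higher and 3 lower in the proximal DA than in the aorta, the comparison of this paragraph (12 and 6 when adjusted over the list alone; 4 and 1 without proximal DA replicate 2), among the higher ones *kcnma1* by 1.69, *kcnmb1* by 1.43 and *kcnmb2* by 2.83, which encode subunits of a calcium-activated potassium channel (limma adjusted p = 0.00248, 0.00442 and 0.00183). Of 26 prostaglandin and cyclic nucleotide genes, 7 were higher and 3 lower in the proximal DA (11 and 4 over the list alone; 4 higher without proximal DA replicate 2, 1 lower without proximal DA replicate 1), with cyclooxygenase 2, *ptgs2*, at 2.15 and the adenylyl cyclase *adcy6* at 1.19. Of 17 Notch pathway genes, 4 were higher and 1 lower (7 and 1 over the list alone), *notch1* at 1.06 and *jag2* at 1.15 among them, lost without aorta replicate 1 or either proximal DA array (*notch1*) and without proximal DA replicate 2 (*jag2*); without distal DA replicate 1 or 2, 2 were higher (4 over the list alone), without proximal DA replicate 1, 1 (4 over the list alone), and without proximal DA replicate 2, 0 were higher or lower. Of 21 HOX genes, 3 were higher and 0 lower by limma (0 also unadjusted; 4 higher over the list alone, 2 without proximal DA replicate 1): *hoxb4*, *hoxd4* and *hoxa4*, the last of which was lost with any 1 array left out. By camera, these 4 lists stood above the other genes at adjusted p = 0.00206, 0.0133, 0.00206 and 0.0126, and at adjusted p = 0.182, 0.275, 0.182 and 0.437 with an estimated correlation.

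In the proximal DA over the aorta, limma called higher 2 of 15 blood cell genes (*itgb3*, *thbs1*; 1 without either proximal DA array), 2 of 20 leukocyte genes (*cd74*, *il1rl1*; 1 without aorta replicate 2 or either proximal DA array), 3 of 16 cardiac muscle genes (*hspb7*, *myh15*, *myl4*) and 1 of 15 skeletal muscle genes (*acta1*), with 0 lower in each (0 also at an unadjusted p under 0.05), and over the lists alone 3, 2, 4 and 1 (7 blood cell genes without proximal DA replicate 1 and 1 leukocyte gene without proximal DA replicate 2). Of 19 nerve and Schwann cell genes, 1 was higher, *chgb*, and 2 lower, *npy* and *stmn4* (3 and 2 over the list alone). Of 15 mesothelial genes, *aldh1a2* was higher and *lrrn4* lower (2 and 1 over the list alone), and *aldh1a2* was also the 1 of 14 retinoic acid genes called (3 over the list alone). Of 30 cell cycle genes, 1 was lower, *ccne2* (0 over the list alone). Of 13 lung and airway genes, 3 were higher and 0 lower by limma (0 also unadjusted; 6 higher over the list alone; 1 without aorta replicate 1 or either distal DA array). Against the aorta, 15 of 15 blood cell genes lay above 0 in the distal DA, with a median of 0.46, and 2 were called higher and 0 lower by limma (9 and 0 unadjusted; 6 higher over the list alone); without either aorta array or either distal DA array 0 were called, without either proximal DA array 1, and over the list alone 2, 2 and 1 without aorta replicate 1 and distal DA replicates 1 and 2. By camera, the blood cell, lung and cardiac lists stood above the other genes in the proximal DA at adjusted p = 0.000464, 5.60e-05 and 0.02 and the blood cell list in the distal DA at 1.11e-08, and with an estimated correlation these were adjusted p = 0.292, 0.238, 0.437 and 0.229. Many of these counts rest on single arrays. Without aorta replicate 2, 2 nerve genes were higher and 1 lower; without either proximal DA array, 0 and 1; without either distal DA array, 1 was lower; over the list alone, 1 was higher without aorta replicate 1, 0 without either proximal DA array, and 1 lower without proximal DA replicate 2. Without aorta replicate 2, 2 mesothelial genes were higher, and without proximal DA replicate 1, 0, as for the retinoic acid genes; *lrrn4* was lost with any 1 array left out; over the lists alone, 1 mesothelial gene was higher without aorta replicate 1, and 1 retinoic acid gene with any array except aorta replicate 1 left out, without which 1 was lower. The call of *ccne2* held only without aorta replicate 2, where 1 was also lower over the list alone, and without proximal DA replicate 1, 1 cell cycle gene was higher, over the list alone too.

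Of the genes of Table 2 taken here as lung genes, at its probe sets, *cyp2c45* and *sftpa1* were called higher in the proximal than in the distal DA (limma adjusted p = 0.0272 and 0.0287). The genes *lamp3*, *epcam* and *ll* were not (0.0516, 0.131 and 0.129). Both calls were lost with any 1 of the proximal or distal DA arrays left out, and *lamp3* passed without either aorta array. Whether *cyp2c45*, the 1 list member called, marks lung tissue was not checked here. Carried-over lung or airway tissue is a candidate explanation. The 9 list members outside the paper's tables had a median log2 difference of 0.205, between the 0.1 and 0.3 set beforehand, so the test leaves this undecided. With proximal DA replicate 1 alone, the median of the 4 list members named in Table 2 (*cyp2c45*, *epcam*, *lamp3* at another probe set and the probe set of *ll*) was 1.66, with replicate 2 alone 2.10 and with both 1.78, but these genes were in the table for this very difference, and over the whole list the median difference of replicate 2 from replicate 1 was -0.34 (percentile 0.16 of random lists), so an effect of 1 array stays open. The brightest of them, *cyp2c45*, had a mean log2 value of 9.54 in the proximal DA. No biological explanation was tested.

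Of the 16 pigment genes, 11 were higher and 5 lower on proximal DA replicate 2 than on replicate 1. Their median difference of 0.375 lay at percentile 100 of 10000 random lists matched on level, but 12 of the 23 lists lay outside the central 95% of such lists, where chance allows 4, so an array-wide difference may contribute and cannot be told apart; this rule was set after the counts were seen. Leukocyte genes had a median difference of -0.13 (percentile 12.8 of such lists), not the rise that more leukocytes on replicate 2 were predicted to give. The array-wide difference bears on this list too, and it is not known whether the arrays had separate pools. The value therefore does not decide this. No biological explanation was tested.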
